# Deep RNA-Seq reveals miRNome differences in mammary tissue of lactating Holstein and Montbéliarde cows

**DOI:** 10.1186/s12864-019-5987-4

**Published:** 2019-07-30

**Authors:** P. A. Billa, Y. Faulconnier, T. Ye, M. Chervet, F. Le Provost, J. A. A. Pires, C. Leroux

**Keywords:** MiRNome, Mammary gland, Dairy cows, Breeds, RNA-Seq, Differentially expressed

## Abstract

**Background:**

Genetic polymorphisms are known to influence milk production and composition. However, the genomic mechanisms involved in the genetic regulation of milk component synthesis are not completely understood. MicroRNAs (miRNAs) regulate gene expression. Previous research suggests that the high developmental potential of the mammary gland may depend in part on a specific miRNA expression pattern. The objective of the present study was to compare the mammary gland miRNomes of two dairy cow breeds, Holstein and Montbéliarde, which have different mammogenic potentials that are related to differences in dairy performance.

**Results:**

Milk, fat, protein, and lactose yields were lower in Montbéliarde cows than in Holstein cows. We detected 754 distinct miRNAs in the mammary glands of Holstein (*n* = 5) and Montbéliarde (*n* = 6) midlactating cows using RNA-Seq technology, among which 738 were known and 16 were predicted miRNAs. The 25 most abundant miRNAs accounted for 90.6% of the total reads. The comparison of their abundances in the mammary glands of Holstein versus Montbéliarde cows identified 22 differentially expressed miRNAs (P_adj_ ≤ 0.05). Among them, 11 presented a fold change ≥2, and 2 (*miR-100* and *miR-146b*) were highly expressed. Among the most abundant miRNAs, *miR-186* is known to inhibit cell proliferation and epithelial-to-mesenchymal transition.

Data mining showed that 17 differentially expressed miRNAs with more than 20 reads were involved in the regulation of mammary gland plasticity. Several of them may potentially target mRNAs involved in signaling pathways (such as mTOR) and lipid metabolism, thereby indicating that they could influence milk composition.

**Conclusion:**

We found differences in the mammary gland miRNomes of two dairy cattle breeds. These differences suggest a potential role for miRNAs in mammary gland plasticity and milk component synthesis, both of which are related to milk production and composition. Further research is warranted on the genetic regulation of miRNAs and their role in milk synthesis.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5987-4) contains supplementary material, which is available to authorized users.

## Background

The mammary gland (MG) is a complex secretory organ composed of different cell types that interact to ensure proper mammary function and milk synthesis. The rate of MG development and dairy potential differ among breeds. For instance, milk, fat, and protein yield were greater for Holstein (22.7, 0.8, and 0.7 kg/day, respectively) than for Montbéliarde cows (17.6, 0.6, and 0.5 kg/day, respectively) in mountain grazing conditions [1]. Similarly, a comparison between Holstein and Montbéliarde cows fed a maize silage-based diet showed higher milk, fat, and protein yield in Holstein (35.7, 1.4 and 1.1 kg/day, respectively) than in Montbéliarde cows (28.1, 1.1, and 0.9 kg/day, respectively) [2]. The fat yield differences were accompanied by differences in milk fatty acid composition [2]. Genetic and, more recently, genomic selection of dairy cows has led to increased milk production resulting from the increased secretory capacity of the MG [3]. The mammogenic potential in dairy heifers in comparison with beef heifers is facilitated by an increased number of mammary stem cells and the differential expression of genes involved in the development of the mammary stem cell niche. These genes influence the proliferation, migration, differentiation, and remodeling of mammary tissue and the regulation of adipocyte transdifferentiation [4]. As a result, genetic polymorphisms that differentiate species and breeds also influence milk production and composition. Despite the increase in knowledge about the genetics of dairy cows in recent decades, the genomic mechanisms influencing milk secretion and composition are not fully understood.

MicroRNAs (miRNAs) are small noncoding RNAs with 18–25 nucleotides. They regulate gene expression by base-pairing with mRNA to induce their degradation or to inhibit their translation [5]. MiRNAs are thought to regulate at least 60% of genes. Therefore, they are involved in many different cellular processes [6–9]. Nevertheless, the genetic regulation of miRNAs is poorly understood. A recent study identified 125 differentially expressed miRNAs in the kidney among 3 distinct porcine breeds. This suggests that miRNAs could be used for the study of the genetic variability underlying complex traits [10]. Similarly, the identification of 50 miRNAs that were differentially abundant in serum from Warmblood horses (Arabian, Anglo-Arabian, Selle Français, Cob Normand, French trotter and Trait du Nord breeds) and ponies (Shetland and Welsh breeds) suggests the potential of miRNA to serve as biomarkers of different equine breeds [11]. In cows, the miRNomes of ruminant MGs were investigated using RNA-Seq, which is a powerful tool to characterize a large miRNA repertoire [12–16]. The roles of miRNAs during mammary development have also been reported [17–19]. While the physiological [15] and nutritional [20–22] regulation of MG miRNomes in bovine and caprine species have been reported, the genetic influence on miRNA gene expression is still limited. A comparison of MGs from different bovine breeds with contrasted mammogenic potential found 54 differentially expressed miRNAs (DEMs) in mammary tissues in dairy (Holstein-Friesian) and beef (Limousin) postpubertal heifers. These results suggest that the high developmental potential of the MG in dairy cattle, leading to high milk production, may depend on the specific miRNA expression pattern [23]. Thus, the objective of the present study was to compare MG miRNomes in Holstein and Montbéliarde cows, which are two dairy breeds with different dairy performances.

## Results & discussion

### Milk production and composition

Milk production and composition were measured before mammary biopsies to characterize the performance of cows in the present study. The milk yield was higher in Holstein than in Montbéliarde cows (29.1 vs 23.9 kg/day; Fig. 1a). Fat, protein and lactose yields were higher in Holstein (972, 869, and 1460 g/day, respectively) than in Montbéliarde cows (846, 756, and 1179 g/day, respectively; Fig. 1b). These differences are in agreement with those found in previous studies comparing lactating Holstein and Montbéliarde cows fed diets based on maize silage [2] and grazed grass [1].

**Fig. 1:**
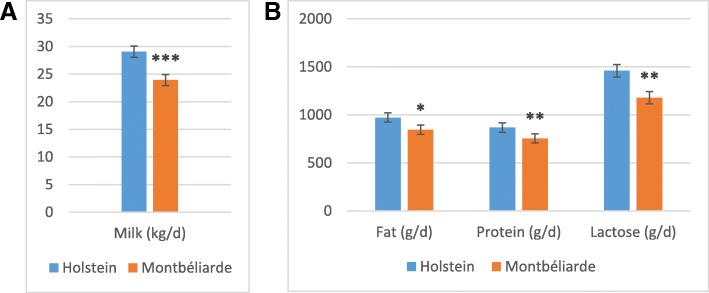
Milk production (**a**) and composition (**b**). A comparison between Holstein (*n* = 5) lactating cows and Montbéliarde (*n* = 6) lactating cows. *** *P* < 0.001. ** *P* < 0.01. * *P* < 0.05. Bars are SEM

### Global description of mammary miRNomes

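Small RNA was sequenced from mammary biopsies of 5 Holstein cows and 6 Montbéliarde cows, with 1 library per cow. The cows were at 165 ± 21 days in milk according to the paper. Its methods give 50 mg of biopsy on average for the RNA extraction, whereas the sample records give 30 to 66 g of tissue. According to the methods, each library was prepared from 2000 ng of total RNA with 13 cycles of PCR and was sequenced as single-end reads of 50 bases. The authors trimmed the adaptors, removed reads with ambiguous bases, kept reads of 15 to 40 nt and quantified known and predicted miRNAs with ncPRO-seq and miRDeep2 on an earlier bovine genome assembly than the annotation used here for gene names. They deposited 1 table with the raw read count of each mature miRNA in each library, the same counts scaled by 1 factor per library, and the columns of their DESeq2 comparison. The scaled values, called normalized read counts here as in Table 2, were the raw counts divided by the size factors of DESeq2, which were recomputed without any difference. Between 7431936 and 16808976 reads were counted on miRNAs in the Holstein libraries, with a median of 10786816. The Montbéliarde libraries had between 6087865 and 11395785 counted reads, with a median of 9107961. These totals are the depth behind the values given with the results, rather than the raw or cleaned reads of Table 1. The Holstein libraries carry the tags CNLX1 to CNLX9 and the Montbéliarde libraries the tags CNLX13 to CNLX23. If these tags follow the order of preparation, which is not stated, an effect of that order could not be told apart from breed. Another number in the sample titles, whose meaning is not stated either, mixes the breeds. Breeds were compared on the raw counts with edgeR's quasi-likelihood test after TMM normalization, over the miRNAs with at least 10 counts summed over the 11 libraries. Fold changes are given as Montbéliarde over Holstein, as in Table 2. Single measures were compared with exact permutation tests, two-sided, over every split of the libraries into 5 and 6, which cannot give a p-value below 0.00216.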

Five and six libraries were constructed using RNA extracted from the MG of lactating Holstein and Montbéliarde cows, respectively. The high-throughput sequencing performed allowed us to obtain more than 12 million raw reads on average (Table 1). After cleaning (poly-A stretches and adaptors were removed), 11.0 and 8.5 million cleaned reads were mapped onto the *Bos taurus* genome from the Holstein and Montbéliarde libraries, respectively. 

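The reads counted on miRNAs amounted to 11795354 ± 3516468 (SD, n = 5) per Holstein library and 8916419 ± 1977721 (SD, n = 6) per Montbéliarde library. The difference in means, -2878935 reads, was within the spread between cows (exact permutation test, two-sided, p = 0.110). The mean count total was 107% of the mean number of cleaned reads that Table 1 gives for Holstein, and 105% of that for Montbéliarde, which is above what reads counted once each would give. Among the miRNAs, 13 pairs had the same counts in every library or counts in a constant ratio, such as *miR-22-3p* with *miR-3600* and *let-7b* with *miR-3596*. The counts of *miR-26a* were 2.00 times those of *miR-26c*. With each such pair reduced to 1 miRNA, chosen after seeing the data, the mean total fell to 102% of the cleaned reads in Holstein and to 99.7% in Montbéliarde. No DEM of Table 2 belonged to such a pair.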

The percentage of total mapped reads ranged from 96.1 to 98.3% and was comparable between the libraries (Additional file 1: Figure S1). The correlation between the libraries that was calculated using the log_2_ of the normalized counts of expressed miRNAs was R = 0.96, indicating a strong correlation between the Holstein and Montbéliarde libraries (Additional file 1: Figure S2). 

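Across the miRNAs with at least 1 count, Pearson's r between the breed means of the normalized read counts was 0.994 on the log2(mean + 1) scale. It describes 1 pair of means across miRNAs, which are not independent replicates. With each library left out in turn, r stayed between 0.993 and 0.995. Of the alternatives set in advance, the one that moved it most was Spearman's coefficient, at 0.970. Cows of the same breed were nevertheless not identical. The mean Euclidean distance between libraries over all tested miRNAs, on log2(TMM-scaled counts + 1), was 9.62 within Holstein, 14.8 within Montbéliarde and 13.6 between breeds. The distance between breeds exceeded the distance within breeds by 0.911. This was not distinguishable from other splits of the 11 libraries (exact permutation test, one-sided for a larger distance between breeds, p = 0.0758). This outcome was the same in 9 of 16 alternatives and changed in the other 7. The exact p was at most 0.0159 whenever a Montbéliarde library was left out. The distance within breeds pools the pairs of both breeds, so the wider Montbéliarde spread then has less weight. It was 0.0455 for miRNAs with a mean of at least 100.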

A total of 754 miRNAs were identified using miRDeep2 software, 738 of which were known and 16 were predicted miRNAs. 

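The deposited table lists 796 miRNAs, 780 known and 16 predicted. No read was counted in any library for 42 of the known miRNAs, and the 754 others comprise 738 known and 16 predicted miRNAs. The number detected with at least 1 count in a single library was 579 ± 28.0 (SD, n = 5) in Holstein and 558 ± 30.5 (SD, n = 6) in Montbéliarde, a difference within the spread between cows (exact permutation test, p = 0.255). It ranged from 548 to 616 in Holstein and from 516 to 590 in Montbéliarde. Only 414 miRNAs had a count in every library, and 419 reached 10 counts in at least 1 library. The smallest share that 3 counts of a library's total can show was between 1.78e-05% and 4.93e-05%. Such limits cover the counting error only, since PCR copies were not told apart.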

The latter may be considered to be potentially novel miRNAs. These results are in accordance with data previously obtained using NGS technology in bovine MG that reported 487 known bovine miRNAs, 167 of which were miRNAs that were already known in other species [14]. However, the number of predicted novel miRNAs was higher in the study by Le Guillou et al. [14] than in our study (679 vs 16, respectively). In the present study, we used the latest miRBase version, which includes a large number of known miRNAs, and this could explain the lower number of predicted miRNAs. The 25 most abundant miRNAs in the MG represented 90.6% of the total reads. 

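Ranked by their mean share over the 11 libraries, the 25 most abundant miRNAs were the 25 of Fig. 2, of which 23 had the same rank. They held 90.6% ± 0.565 (SD, n = 11) of the counted reads of a library. The share was 90.8% ± 0.499 (SD, n = 5) in Holstein and 90.3% ± 0.559 (SD, n = 6) in Montbéliarde, and the breeds were not distinguishable (exact permutation test, p = 0.180). Library CNLX3 had the highest share of the Holstein libraries, 91.7%. Of the 25 miRNAs, 6 belong to pairs that share reads, so that 22 remain distinct. With these pairs reduced to 1 miRNA each, an alternative chosen after seeing the data, the share was 91.4%.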

Among them, four (*miR-143*, *miR-30a-5p*, *miR-148a*, and *miR-10b*) represented more than 50% of the total reads (Fig. 2).

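The miRNAs *miR-143*, *miR-30a-5p*, *miR-148a* and *miR-10b* together held 50.5% ± 2.61 (SD, n = 11) of the counted reads. Their share was 49.0% ± 2.85 (SD, n = 5) in Holstein and 51.8% ± 1.77 (SD, n = 6) in Montbéliarde (exact permutation test, p = 0.0866). The most abundant, *miR-143*, held 18.7% ± 1.95 (SD, n = 5) in Holstein and 27.7% ± 4.83 (SD, n = 6) in Montbéliarde. Every Montbéliarde share was above every Holstein share, with CNLX13 the lowest at 21.87% and CNLX3 the highest at 21.26%. In normalized read counts the breeds overlapped for *miR-143*. In the single library with its highest share, CNLX15, *miR-143* held 33.61% of the reads, with an exact binomial 95% confidence interval of 33.58 to 33.64%. Counting error was thus small beside the spread between cows. Its log2FC was 0.58 (standard error 0.18, adjusted p = 0.171 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other shares were 10.8% ± 0.793 in Holstein and 8.22% ± 2.39 in Montbéliarde for *miR-30a-5p*, and 11.0% ± 1.24 and 7.91% ± 3.24 for *miR-148a*. For *miR-10b* the shares were 8.47% ± 2.55 in Holstein and 7.94% ± 1.92 in Montbéliarde. None of these differences passed the same test, with adjusted p-values of 0.325, 0.405 and 0.890. The count of *miR-148d*, a miRNA of the same family that is also in Fig. 2, was between 0.674 and 0.735 times that of *miR-148a* in each library, and whether these miRNAs share reads was not tested.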

**Table 1:** Sequencing data from Holstein (*n* = 5) and Montbéliarde (*n* = 6) lactating cows. Clean reads were after size (15 to 40 nt), adapter and soft-clipping cleaning

Breed	Raw reads	Too short	Adapter	Cleaned reads	Output rate(%)
Holstein	13393626.2	724537.6	56192.0	11027924.4	82.3
Montbéliarde	11953902.2	1405670.2	824394.2	8500864.8	71.1

**Fig. 2:**
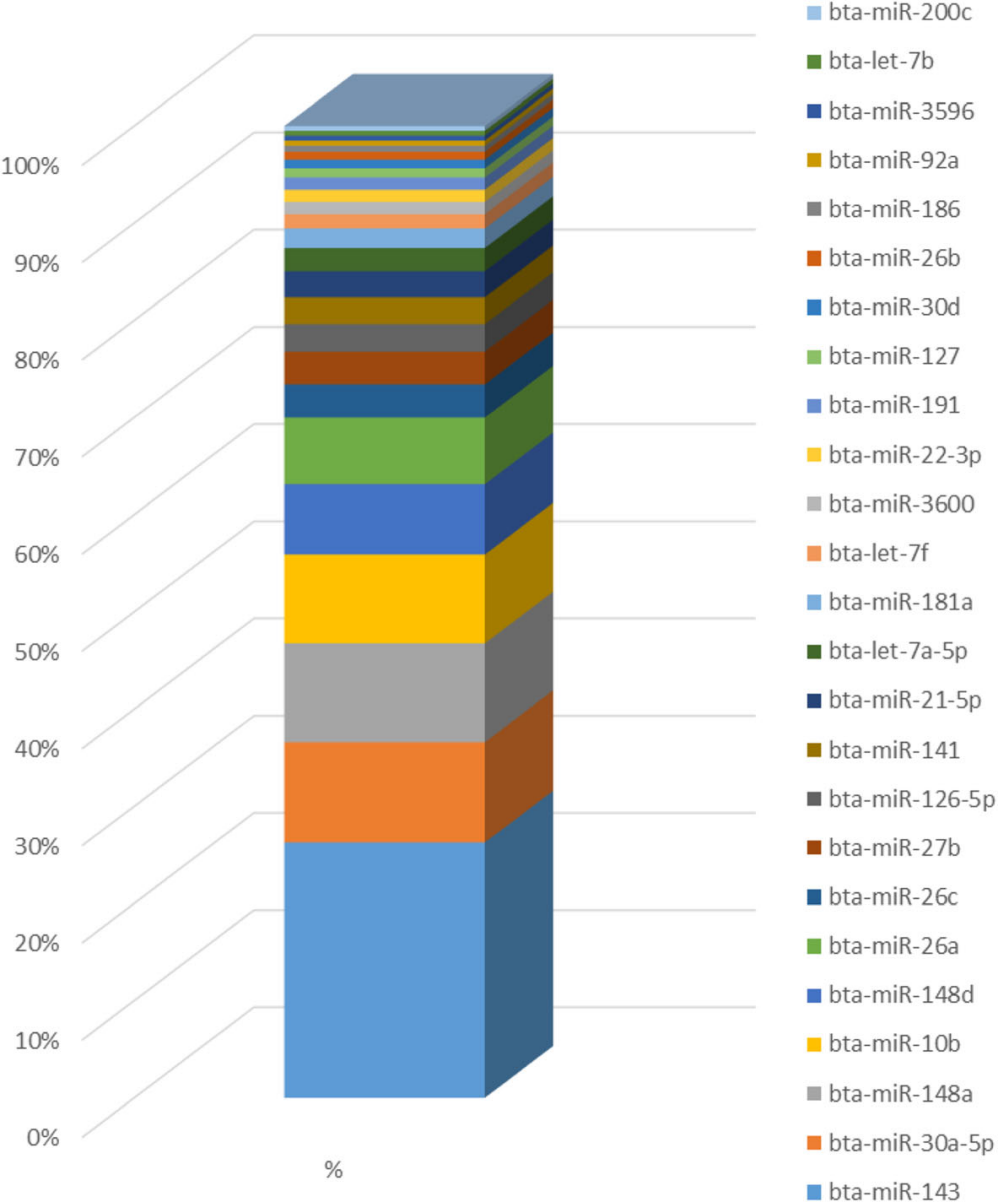
Top 25 most abundant miRNAs in the mammary gland of lactating cows. Representation of the percentage of reads of each miRNA relative to the total reads of the Holstein (*n* = 5) libraries and Montbéliarde (*n* = 6) libraries

### Differentially expressed miRNAs in the mammary gland of Holstein and Montbéliarde cows

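Of the miRNAs detected, 550 had at least 10 counts over the 11 libraries and were tested for a difference between 5 Holstein and 6 Montbéliarde libraries. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 2 of them, *miR-16a* and *miR-186*, had an adjusted p of at most 0.05. At an unadjusted p of at most 0.05 there were 78 miRNAs, against 27.5 expected by chance, 36 of them higher in Holstein and 42 higher in Montbéliarde. The expected number does not allow for miRNAs that vary together, and of 100 splits of the libraries into 5 and 6, the real one included, 5 gave at least 78. Each of the 22 miRNAs of Table 2 was among those 78. Their adjusted p-values from this test ranged from 0.0370 to 0.231, and the lowest beyond *miR-16a* and *miR-186* was 0.0964. Adjusted over the miRNAs of Table 2 alone, all 22 passed, which shows no stability because the list was chosen on the same libraries. The breeds did not overlap in any library for 5 of the 22, namely *miR-16a*, *miR-186*, *miR-7*, *miR-25* and *miR-30e-5p*, a list chosen on the same libraries; of all 550 tested it was 11, against 2.38 by chance. Of the alternatives set in advance, the Wald test of DESeq2, used by the paper, changed this number most and gave 21 miRNAs on the same counts, all in Table 2. It left out *miR-11978*, with an adjusted p of 0.0510. Further alternatives were chosen after seeing the data. Without DESeq2's filter on low counts, its Wald test gave 8 miRNAs. With a t distribution in place of the normal distribution and adjustment over the 432 miRNAs that the filter keeps, no miRNA passed and 58 had an unadjusted p of at most 0.05. In the authors' deposited table, 21 miRNAs have an adjusted p of at most 0.05, and *miR-11978* has 0.0511. The paper normalized the counts and compared the breeds with DESeq2 at a P_adj limit of 0.05. From this comparison it concludes that the miRNomes of the breeds differ in the miRNAs of Table 2. It adds RT-qPCR from the same cows for *miR-186*, *miR-146b*, *miR-25* and *miR-100*. According to the paper, all of these except *miR-100* followed the RNA-Seq pattern. The RT-qPCR values were not analysed here.

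**Figure D1:**
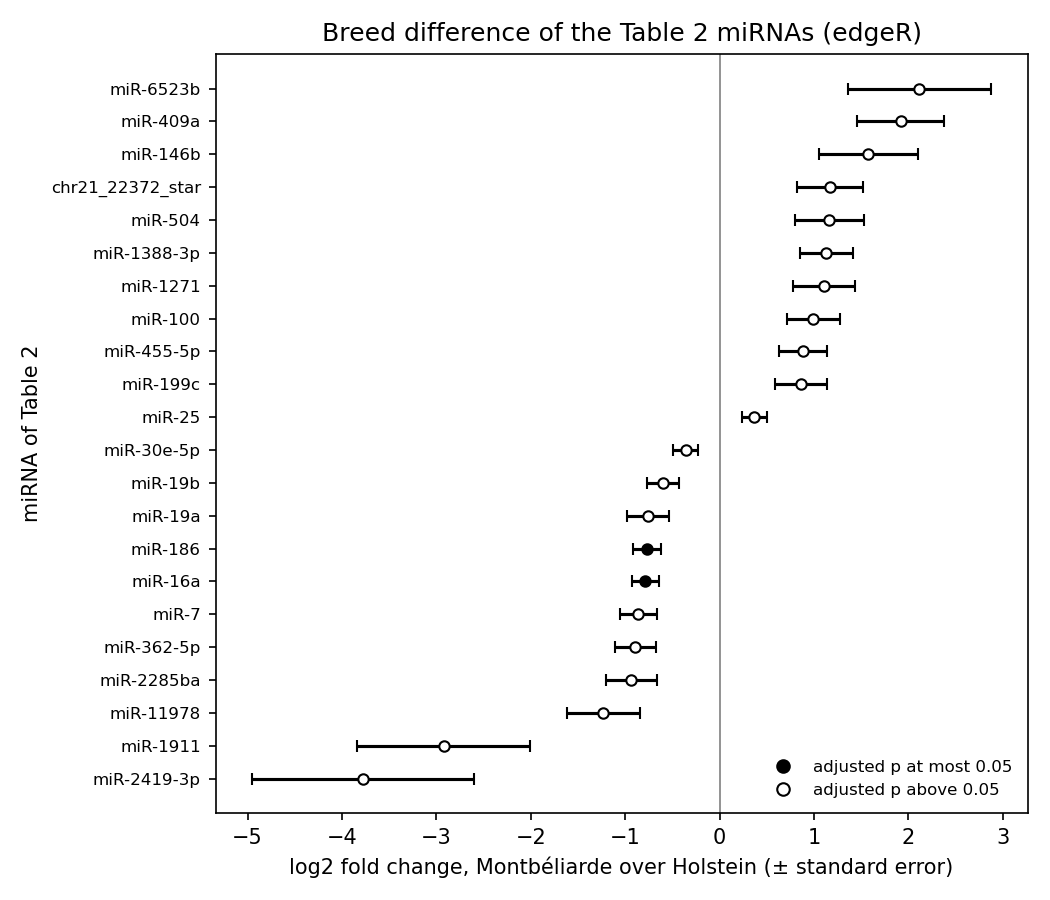
Log2 fold change of each miRNA of Table 2 (horizontal axis, Montbéliarde over Holstein, 5 and 6 libraries) with its standard error as a bar, from edgeR; filled points have an adjusted p of at most 0.05. Only *miR-186* and *miR-16a* are filled, 11 miRNAs lie on each side of 0, and the lowest point, *miR-2419-3p*, had at most 2 reads in any Montbéliarde library.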

A comparison of the MG miRNomes of Holstein and Montbéliarde cows using the DESeq2 package allowed the identification of 22 miRNAs that were differentially expressed (P_adj_ ≤ 0.05; Table 2) between the breeds. 

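The log2FC had a negative sign, for a higher level in Holstein, in 11 miRNAs of Table 2 (*miR-7*, *miR-16a*, *miR-19a*, *miR-19b*, *miR-30e-5p*, *miR-186*, *miR-362-5p*, *miR-11978*, *miR-1911*, *miR-2285ba* and *miR-2419-3p*) and a positive sign in the other 11. No sign changed under any alternative processing or when any library was left out. The normalized read count averaged over the 11 libraries was above 20 for 19 of the 22 miRNAs, 18 known and 1 predicted. For 17 of them, 16 known and 1 predicted, it was above 20 in each breed. The 3 at or below this limit were *miR-11978*, *miR-1911* and *miR-2419-3p*. Of the miRNAs with the next lowest adjusted p-values after *miR-16a* and *miR-186*, *miR-362-5p* had a log2FC of -0.89 (standard error 0.22) and *miR-1388-3p* one of 1.13 (standard error 0.28).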

Among them, 11 were up- and 11 were down-regulated in Holstein cows compared to Montbéliarde cows, and 17 were found to correspond to more than 20 reads on average. 

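Averaged over all 11 libraries, 6 miRNAs of Table 2 had a normalized read count above 5000. The means were 55429 for *miR-186*, 34505 for *miR-30e-5p*, 18265 for *miR-25*, 10857 for *miR-16a*, 9911 for *miR-146b* and 8669 for *miR-100*. The next miRNA of Table 2, *miR-19b*, had a mean of 1338. The number above 5000 stayed at 6 with each library left out in turn, and was 5 when the mean had to be above 5000 in each breed.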

Six (*miR-16a*, *miR-186*, *miR-25*, *miR-100*, *mir-30e-5p* and *miR-146b*) corresponded to more than 5,000 reads on average. Among these 22 DEMs, 11 presented a fold change ≥2, and *miR-100* and *miR-146b* were highly expressed miRNAs. 

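The size of the log2FC estimated by edgeR was at least 1 for 10 of the 22 miRNAs, and for 11 of them when estimated by DESeq2. The miRNA between these counts was *miR-100*, with a log2FC of 0.99 (standard error 0.28, adjusted p = 0.171 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For *miR-146b* the log2FC was 1.58 (standard error 0.53, adjusted p = 0.209 from the same test). Leaving out 1 library moved the number of miRNAs with a log2FC of at least 1 in size to between 6 and 13. The lowest of these numbers was obtained without library CNLX15. With the level of epithelial miRNAs as a covariate, chosen after seeing the data, 5 miRNAs remained above this size.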

Breed-specific patterns in miRNomes have also been observed in porcine kidney [10], equine serum [11], and porcine and bovine MG [23, 24]. In porcine MG, a miRNome comparison between the Jinhua and Yorkshire breeds identified 391 DEMs [24]. This higher number of DEMs might be due to the large differences in the numbers of predicted miRNAs. Indeed, the stringency of our analysis allowed us to detect only 16 predicted miRNAs, whereas the use of a BLAST strategy identified 2823 and 2286 potential miRNAs in Jinhua and Yorkshire breeds, respectively. In addition, the breed comparison in the porcine study showed large differences in terms of genetic selection and therefore in lactation performance. The Jinhua is a traditional breed that produces less milk than the selected Yorkshire breed. The large divergence in phenotype and the difference in the predicted number of miRNAs could in part explain the detection of a higher number of DEMs in the porcine study. Nevertheless, five DEMs (*miR-7*, *miR-19a*, *miR-19b*, *miR-30e-5p*, and *miR-1271*) were identified in both the present and the porcine study, including *miR-30e-5p,* which was highly expressed in MG in cows (Fig. 3). 

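In normalized read counts, *miR-7* was at 193 ± 20.6 (SD, n = 5) in Holstein and 108 ± 25.7 (SD, n = 6) in Montbéliarde, and every Holstein library was above every Montbéliarde library (exact permutation test, two-sided, p = 0.00433). The RefSeq annotation places genes of *miR-7* at more than 1 locus, 1 of them inside *HNRNPK*. For *miR-19a*, which lies between *MIR18A* and *MIR20A*, the counts were 145 ± 17.3 in Holstein and 85.9 ± 29.3 in Montbéliarde. For *miR-19b* they were 1642 ± 68.5 and 1086 ± 256, with 1 Montbéliarde library, CNLX23, at 1588. The counts of *miR-1271*, whose gene is annotated inside *ARL10*, were 75.4 ± 23.8 in Holstein and 164 ± 89.3 in Montbéliarde. The log2FC of these miRNAs was -0.86 (standard error 0.20), -0.76 (0.23), -0.60 (0.17) and 1.11 (0.33), respectively. Their adjusted p-values were 0.0964 for *miR-7* and 0.171 for each of the others (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).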

In bovine MG, Wicik et al. [23] identified 54 DEMs in beef and dairy heifer miRNome comparisons. In the present study, Holstein and Montbéliarde cows have closer milk performance than Holstein and beef Limousin cattle compared by Wicik et al. [23]. Therefore, it is not surprising that the MG miRNomes were more similar in Holstein and Montbéliarde cows than when comparing beef and dairy breeds. 

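The normalized read count of *miR-409a* was 8.44 ± 2.76 (SD, n = 5) in Holstein and 31.6 ± 17.5 (SD, n = 6) in Montbéliarde. Its log2FC was 1.92 (standard error 0.46, adjusted p = 0.0964 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), although 1 Montbéliarde library, CNLX13, had the lowest count of all, 3.33. Without that library, *miR-409a* passed the threshold, and its log2FC stayed between 1.80 and 2.16 whichever library was left out. The count of *miR-199c*, whose gene is annotated inside *NUP88*, was 43.2 ± 8.50 in Holstein and 80.0 ± 31.3 in Montbéliarde. Its log2FC was 0.86 (standard error 0.27, adjusted p = 0.171 from the same test), and the breeds overlapped.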

Among the 22 DEMs identified in the present study, six DEMs (*miR-16a*, *miR-186*, *miR-25*, *miR-409a*, *mir-199c* and *miR-146b*) were among the 54 DEMs detected by Wicik et al. [23] (Fig. 3), and four (*miR-16a*, *miR-186*, *miR-25*, and *miR-146b*) were highly expressed in our study. The comparison between the DEMs found in the studies on the effects of breed on the MG miRNomes in husbandry animals (from present study, Peng et al. [24] and Wicik et al. [23]) revealed two miRNAs, *miR-25* and *miR-186,* that are shared. Therefore, these two miRNAs are of interest as their expression could be related to the selection of genes involved in milk production.

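For both miRNAs the breeds were separated in every library. The normalized read counts of *miR-186* were between 64059 and 76631 in Holstein and between 31067 and 53705 in Montbéliarde (exact permutation test of the log2 levels, two-sided, p = 0.00433). Those of *miR-25* were between 14487 and 17679 in Holstein and between 18151 and 22678 in Montbéliarde (p = 0.00216 from the same exact test, the smallest it can give). The gap between the nearest libraries of the breeds was thus narrower for *miR-25*. With each library left out in turn, the log2FC was between -0.85 and -0.64 for *miR-186* and between 0.33 and 0.46 for *miR-25*.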

**Table 2:** Differentially expressed miRNAs. MiRNAs whose expression was different in lactating mammary glands of Holstein (H) and Montbéliarde (M) cows. ^a^for *n* = 5 and ^b^for *n* = 6. MiRNAs with higher abundance in Holstein cows are in italic and miRNAs with more than 20 reads on average are in bold. Means correspond to the mean of normalized read counts

	Mean reads		log_2_FC	FDR
	H^a^	M^b^	(M/H)	
*bta-miR-7*	***193.31***	***107.92***	***−0.85***	***9.33E-04***
*bta-miR-16a*	***14054.01***	***8193.46***	***−0.78***	***1.16E-04***
*bta-miR-19a*	***144.51***	***85.90***	***−0.75***	***3.64E-02***
*bta-miR-19b*	***1641.70***	***1085.81***	***−0.59***	***1.88E-02***
bta-miR-25	**15748.75**	**20362.65**	**0.37**	**2.20E-02**
*bta-miR-30e-5p*	***39192.39***	***30598.24***	***−0.36***	***3.64E-02***
bta-miR-100	**5606.75**	**11221.56**	**1.00**	**3.64E-02**
bta-miR-146b	**4687.51**	**14263.31**	**1.61**	**4.24E-02**
*bta-miR-186*	***71355.31***	***42157.25***	***−0.76***	***3.92E-04***
bta-miR-199c	**43.22**	**79.99**	**0.88**	**4.27E-02**
*bta-miR-362-5p*	***139.50***	***75.42***	***−0.88***	***3.80E-03***
bta-miR-409a	**8.44**	**31.57**	**1.93**	**4.35E-03**
bta-miR-455-5p	**95.95**	**177.76**	**0.88**	**3.07E-02**
bta-miR-504	**74.54**	**168.71**	**1.18**	**4.00E-02**
*bta-miR-11978*	*23.63*	*10.28*	*−1.23*	*5.11E-02*
bta-miR-1271	**75.38**	**163.79**	**1.12**	**3.64E-02**
bta-miR-1388-3p	**105.46**	**233.08**	**1.14**	**4.32E-03**
*bta-miR-1911*	*20.40*	*2.07*	*−3.18*	*3.64E-02*
*bta-miR-2285ba*	***40.26***	***20.70***	***−0.93***	***3.64E-02***
*bta-miR-2419-3p*	*10.19*	*0.72*	*−4.11*	*3.64E-02*
bta-miR-6523b	**14.39**	**63.09**	**2.12**	**4.78E-02**
chr21_22372_star	232.16	524.19	1.17	3.64E-02

**Fig. 3:**
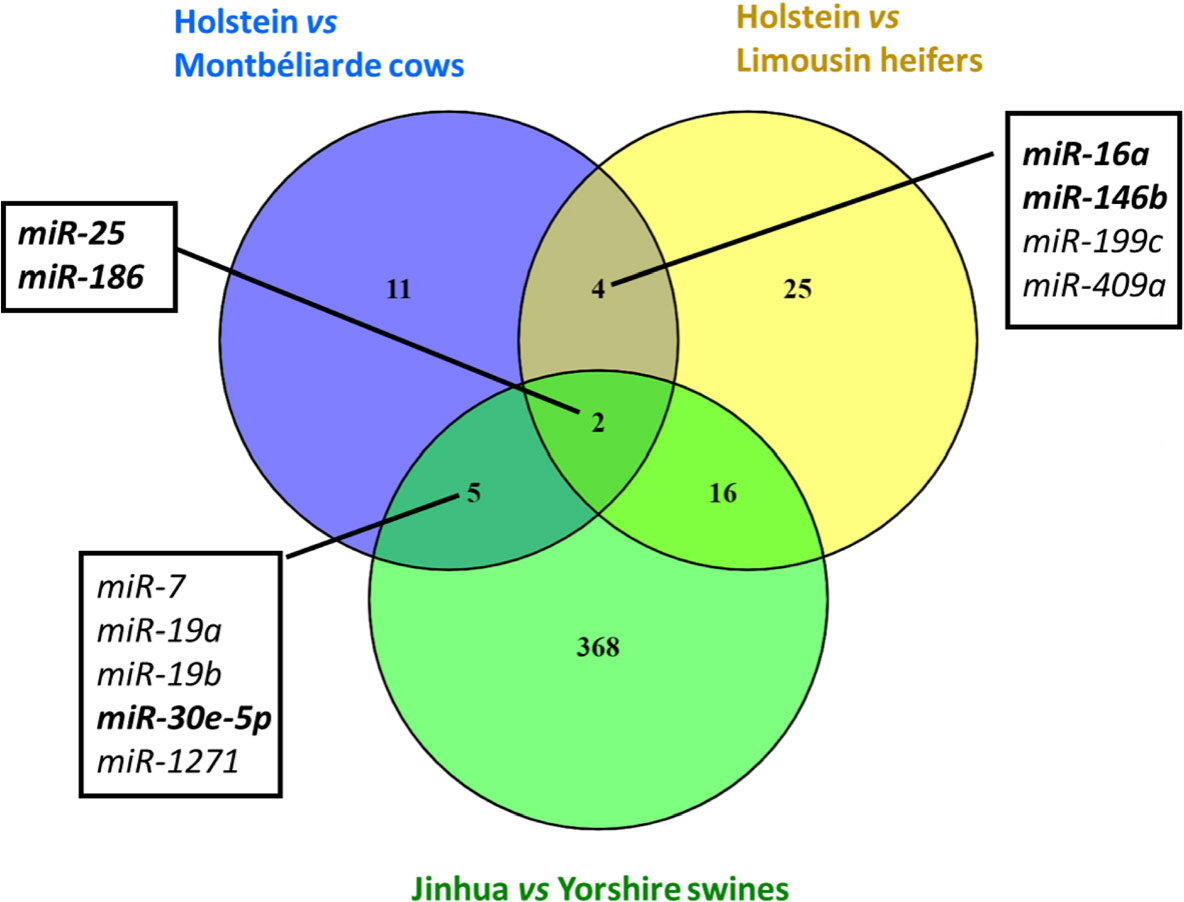
Venn diagram of DEMs in different mammary gland studies. The list of the comparison between Jinhua and Yorshine swine and between Holstein and Limousin heifers were from Peng et al. [23] and Wicik et al. [24], respectively. The name of the common miRNAs with the present study was indicated. In bold there were those highly expressed

### Putative functions of the 17 differentially expressed miRNAs

Bioinformatic analyses were performed to identify the biological processes potentially regulated by the 17 DEMs with more than 20 reads (on average) and one predicted miRNA (chr21_22372_star), which was not used for the functional analysis. 

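The predicted miRNA had normalized read counts of 232 ± 42.8 (SD, n = 5) in Holstein and 524 ± 305 (SD, n = 6) in Montbéliarde. Its log2FC was 1.17 (standard error 0.35, adjusted p = 0.171 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it passed the threshold without library CNLX17. Among the known miRNAs that had more than 20 reads and were not among the most highly expressed, *miR-362-5p* had counts of 140 ± 27.6 in Holstein and 75.4 ± 17.3 in Montbéliarde, *miR-1388-3p* 105 ± 32.8 and 233 ± 75.4, and *miR-2285ba* 40.3 ± 9.19 and 20.7 ± 6.57. Those of *miR-455-5p* were 96.0 ± 23.0 in Holstein and 178 ± 61.6 in Montbéliarde, and those of *miR-504* 74.5 ± 18.9 and 169 ± 96.8. The spread between Montbéliarde cows was larger than that between Holstein cows for *miR-504* and for the predicted miRNA, whose Montbéliarde counts ranged from 197 to 1045.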

Among the first 20 identified process networks, 12 were linked to development, the regulation of the cytoskeleton, the establishment and regulation of tissues, the cell cycle, and apoptosis (Table 3). These results suggest a role played by the 17 DEMs in the morphology and functioning of mammary tissue. In particular, one process network was linked to epithelial-to-mesenchymal transition (EMT), which has already been reported to be important for MG development and remodeling [25]. Indeed, the polarization of mammary tissue architecture is crucial for the maintenance of transcription factor activation, chromatin organization, and tissue-specific gene expression, which influence milk synthesis [26].

**Table 3:** Biological processes potentially regulated by the 17 DEMs. The 17 miRNAs were selected as having more than a mean of 20 reads**.** Process Networks analysis using Metacore™ software. * indicate processes linked with cytoskeleton and cell life and § indicate signal transduction processes. FDR: False Discovery Rate

	#	Networks	FDR
§	1	Signal transduction NOTCH signaling	8.56E-07
*	2	Cytoskeleton regulation of cytoskeleton rearrangement	2.17E-05
*	3	Development blood vessel morphogenesis	2.57E-05
§	4	Signal transduction WNT signaling	2.92E-04
*	5	Development regulation of angiogenesis	2.92E-04
	6	Development neurogenesis axonal guidance	2.92E-04
	7	Immune response TCR signaling	2.93E-04
*	8	Cell cycle G1-S growth factor regulation	3.48E-04
*	9	Apoptosis anti-apoptosis mediated by external signals via NF-kB	3.48E-04
*	10	Cytoskeleton actin filament	6.87E-04
*	11	Proliferation lymphocyte proliferation	9.41E-04
	12	Inflammation Protein C signaling	1.05E-03
*	13	Development EMT regulation of epithelial-to-mesenchymal transition	1.09E-03
*	14	Cell adhesion attractive and repulsive receptors	1.33E-03
	15	Cardiac development FGF ErbB signaling	1.36E-03
*	16	Proliferation positive regulation cell proliferation	1.36E-03
*	17	Cell cycle G2-M	1.36E-03
	18	Development Hedgehog signaling	1.60E-03
*	19	Cell cycle G1-S interleukin regulation	1.68E-03
	20	Reproduction FSH-beta signaling pathway	1.68E-03

The first modified process was NOTCH signaling transduction. This signaling pathway is involved in cell differentiation and influences mammary development by promoting mammary epithelial stem cell activity [27]. The second identified signal transduction process was Wnt signaling. Wnt proteins influence the self-renewal of stem cells in the MG [28], and recent data indicate that Wnt signaling is also involved in mammary stem cell maintenance by generating MG plasticity in mammary lineage cells [29]. The interactions between epithelial cells and adipocytes coordinate MG development and influence milk production [30]. During lactation, cell turnover was estimated to be ~ 50% due to cell proliferation and apoptosis [3], thereby showing the importance of cell life during lactation. More recently, two mammary epithelial cell populations were linked to milk production, showing the importance of these types of cells [31]. These previously reported data reinforce the importance of MG plasticity for efficient MG development and lactation. Our results based on algorithmic prediction suggest that miRNAs may influence the cell life cycle, cell differentiation and transdifferentiation (e.g., EMT). The occurrence of these mechanisms in MG are still poorly documented and need further research.

### Role of the 6 most differentially expressed miRNAs

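Ward clustering of the 11 libraries on the normalized read counts of the 22 miRNAs of Table 2, not logged and with Euclidean distances, placed 11 of 11 cows with their own breed. The miRNAs had been chosen for differing between the same cows, so that the grouping describes these libraries and does not test the difference. On counts that are not logged, the distances are set mainly by the most abundant miRNA. Without *miR-186*, 6 cows were grouped with their breed in the split into 2 clusters. The clusters carry no breed label and the better of the 2 assignments is counted. With 11 cows the number is thus never below 6, and a value of 6 shows no agreement with breed. The number was 8 on the log2(count + 1) scale, 6 with average linkage, and 6 on all tested miRNAs on the log2(count + 1) scale. It was again 11 when each miRNA was standardized on the log2(count + 1) scale and when only *miR-16a* and *miR-186* were used.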

The hierarchical classification of DEMs using PermutMatrix software allowed the classification of cows according to their breed and the clustering of miRNAs according to their level of expression (Fig. 4). 

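Ward clustering of the 22 miRNAs by their normalized read counts, with the tree split into 3, put *miR-186* and *miR-30e-5p* in 1 group and *miR-25*, *miR-16a*, *miR-146b* and *miR-100* in another. These miRNAs had ranks 1 and 2, and ranks 3 to 6, by mean count. The last group held 16 miRNAs, from *miR-19b* downwards.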

Three groups were identified. The first group corresponded to *miR-186* and *miR-30e-5p,* both of which showed a high expression level. The second group comprised *miR-25, miR-16a, miR-100*, and *miR-146b,* which showed an intermediate expression level. The third group comprised DEMs with low expression. 

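The last group of 16 miRNAs ended with *miR-2419-3p*, at a mean normalized read count of 5.02 over the 11 libraries. Among the miRNAs with low counts in this group, single cows carried much of the difference in *miR-1911* and *miR-6523b*. With each library left out in turn, their log2FC was between -3.66 and -1.98 and between 1.42 and 2.40. That of *miR-2419-3p* was between -4.87 and -3.08, and that of *miR-11978* between -1.39 and -0.96. For *miR-2419-3p* no Montbéliarde library had more than 2 reads, and the Holstein mean was at least 2.91-fold higher than the level at which 3 counts would be read in Montbéliarde. The counts of *miR-1911* were 20.4 ± 24.7 (SD, n = 5) in Holstein and 2.07 ± 2.31 (SD, n = 6) in Montbéliarde, and 1 Holstein library, CNLX9, had 59.9. Those of *miR-6523b* were 14.4 ± 4.15 in Holstein and 63.1 ± 75.9 in Montbéliarde, where 135 and 183 were found in libraries CNLX13 and CNLX19 and at most 18.0 in the other 4. The breeds did not differ in *miR-6523b* by their log2 levels (exact permutation test, p = 0.255). Those of *miR-11978* were 23.6 ± 8.30 in Holstein and 10.3 ± 5.09 in Montbéliarde.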

Only the first and second groups (containing 6 miRNAs: *miR-100*, *miR-146b*, *miR-186, miR-30e-5p, miR-25,* and *miR-16a*) were considered for further investigation and discussion. RT-qPCR analyses were performed for *miR-25, miR-146b, miR-100,* and *miR-186*, and *miR-25*, *miR*-*146b*, and *miR*-*186* showed the same expression pattern as that obtained using RNA-Seq (Additional file 1: Table S1).

**Fig. 4:**
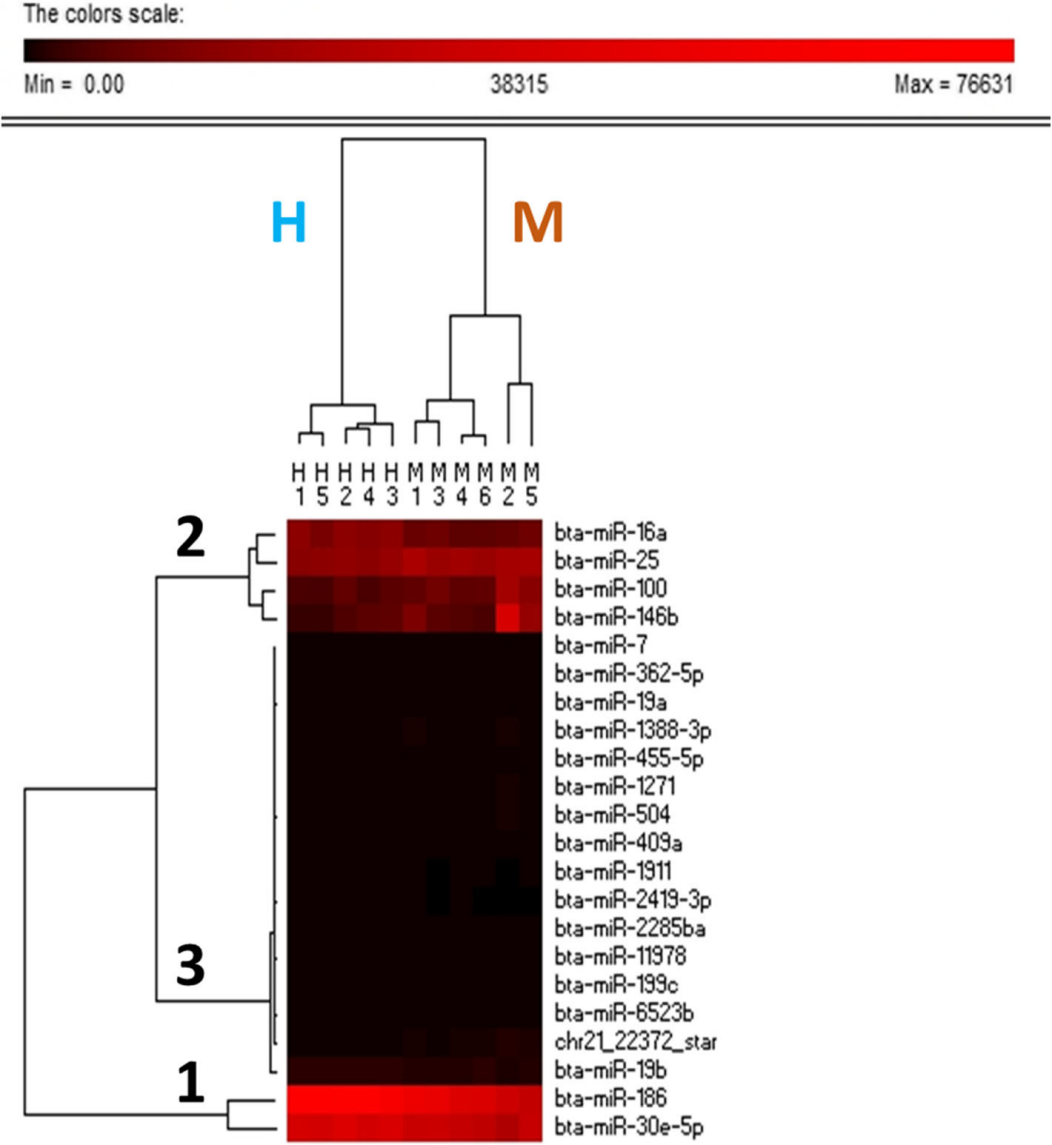
Two-way hierarchical clustering dendrogram of differentially expressed miRNAs. Clustering performed with data of the 11 mammary samples of the 19 DEMS (P_adj_ < 0.05), and using PermutMatrix software (Caraux and Pinloche, 2005) using Euclidean distance calculation and Ward’s minimum variance method. Columns represent each mammary sample for Holstein (H, samples 1 to 5) and Montbéliarde (M, samples 1 to 6) cows. Rows represent each miRNA grouped according to abundance (from Group 1 with higher to Group 3 with lesser abundance)

#### Putative roles of miR-100 and miR-146b, the two most highly expressed miRNAs with fold-changes > 2 in the mammary gland

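With normalized read counts, *miR-100* was at 5607 ± 1453 (SD, n = 5) in Holstein and 11222 ± 5493 (SD, n = 6) in Montbéliarde. The breeds overlapped, since the lowest Montbéliarde library had 7175 and the highest Holstein library 7771, and the log2 levels differed (exact permutation test, two-sided, p = 0.0216). With each library left out in turn, its log2FC was between 0.82 and 1.18. The count of *miR-146b* was 4688 ± 2117 (SD, n = 5) in Holstein and 14263 ± 13254 (SD, n = 6) in Montbéliarde. The difference in its log2 levels was within the spread between cows (exact permutation test, two-sided, p = 0.0671). Among the Montbéliarde libraries, CNLX15 had 39448 and CNLX21 17378, and the lowest had 4792, below the highest Holstein library at 6915. The log2FC of *miR-146b* fell to 1.07 without CNLX15 and was at most 1.79 when another library was left out. The RefSeq annotation places *miR-100* next to *MIRLET7A-2*, and *miR-146b* next to *CUEDC2* without an overlapping gene.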

*MiR-100* and *miR-146b* exhibited fold-changes (FC) > 2 and mean counts > 8,000. *MiR-146b* is involved in the control of the immune system [32] by suppressing the expression of inflammatory cytokines and inducing the inhibition of autophagy by targeting the PTEN/Akt/mTOR signaling pathway [33]. *MiR-100* is identified in numerous cancers [34–36] and acts via mTOR signaling in human mesenchymal stem cells [37]. Elsewhere, mTOR signaling regulates cell growth, proliferation, and cell life, as well as gene transcription and protein synthesis in the MG and could be related to lactation [38, 39]. In addition, mTOR was reported to affect lipogenic gene networks in bovine mammary epithelial cells, indicating a potentially important role in the regulation of milk fat synthesis [40]. The potential regulation of mTOR signaling by *miR-100* and *miR-146b* and their differential expression in the present study could be related to the differences in milk fat and protein yield between Holstein and Montbéliarde cows. However, this indirect relationship has to be studied further. In addition, *miR-100* is reported to induce EMT in a model of mammary epithelial cells, which is in line with the identified biological processes (Table 3) and mammosphere formation [41].

#### Putative roles of the four DEMs with high expression: *miR-186*, *miR-30e-5p*, *miR-25* and *miR-16a*

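The log2FC of *miR-16a* was -0.79 (standard error 0.15) and that of *miR-186* was -0.77 (standard error 0.15), each with an adjusted p of 0.0370 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For *miR-30e-5p* the log2FC was -0.36 (standard error 0.13, adjusted p = 0.231 from the same test), and for *miR-25* it was 0.37 (standard error 0.13, adjusted p = 0.222). The adjusted p-values of *miR-16a* and *miR-186* depended on the processing. Over the 10 alternatives set in advance, that of *miR-16a* was between 0.000116 and 0.122 and that of *miR-186* between 0.000391 and 0.125, each at most 0.05 under 7 of the 10 alternatives (edgeR, limma or DESeq2, with Benjamini-Hochberg adjustment).

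**Figure D2:**
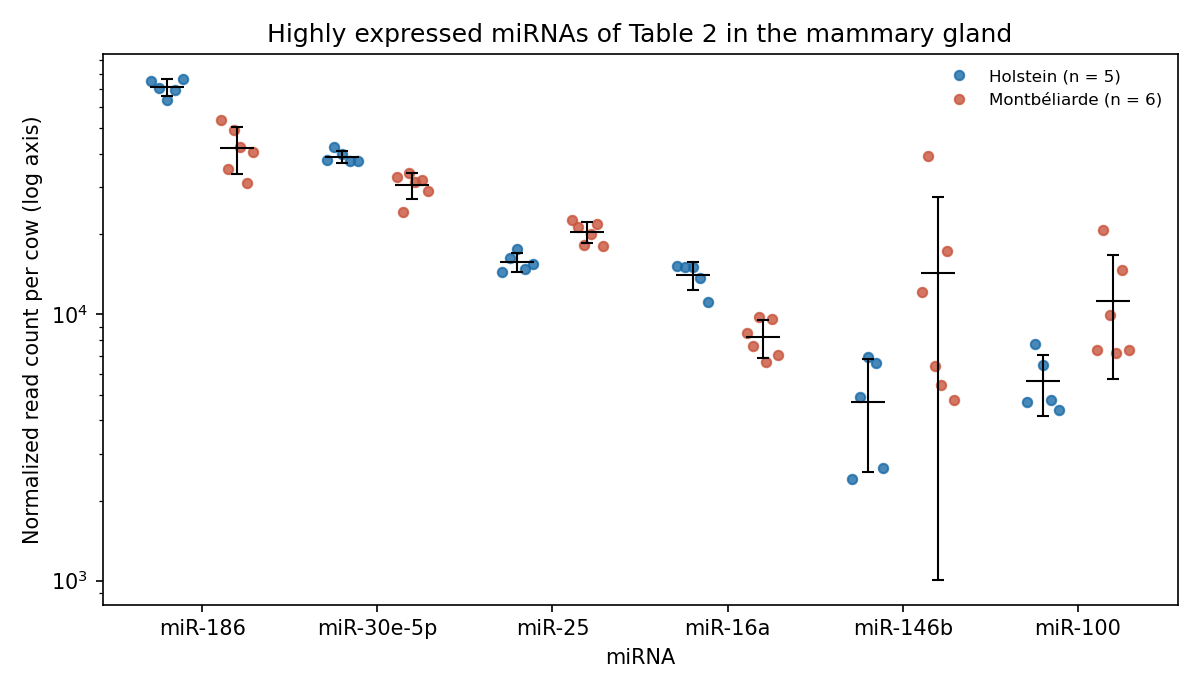
Normalized read count per cow (log axis) of the 6 most highly expressed miRNAs of Table 2 in 5 Holstein and 6 Montbéliarde cows; points are cows and bars the mean and SD. The breeds do not overlap for *miR-186*, *miR-30e-5p*, *miR-25* and *miR-16a*, and overlap for *miR-146b* and *miR-100*.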

*MiR-18*6*, miR-30e-5p,* and *miR-16a* were more abundant and *miR-25 was* less abundant in Holstein cows than in Montbéliarde cows. 

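By mean share over the 11 libraries, *miR-186* had rank 21 among the miRNAs, at 0.569% ± 0.178 (SD, n = 11) of the counted reads. Its share was 0.733% ± 0.0816 (SD, n = 5) in Holstein and 0.432% ± 0.0939 (SD, n = 6) in Montbéliarde. Its gene is annotated by RefSeq inside *ZRANB2*.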

In particular, *miR-186* was one of the 25 most abundant miRNAs in MG tissue (Table 2). *MiR-186* inhibits cell proliferation in prostate [42], gastric [43], melanoma [44], and colorectal [45] cancers. In contrast, it has been reported that *miR-186* promotes cell proliferation in human melanoma [46]. The mechanism of its action is still unclear, but *miR-186* seems to influence cell proliferation. In addition, the downregulation of *miR-186* expression was associated with the EMT phenotype in cisplatin-resistant ovarian cancer [47] and colorectal cancer [45]. *MiR-186* was also reported to regulate glucose uptake and lactate production by targeting the 3′-UTR of *glucose transporter 1* (*Glut1*) mRNA in cancer-associated fibroblasts [48]. Glucose plays a key role in milk synthesis as a precursor for the synthesis of lactose, which is a major driver of milk volume [49]. However, the upregulation of *miR-186* in the MG in Holstein cows is not consistent with the higher lactose yield observed in Holstein cows. Thus, the potential role of *miR-186* in the regulation of lactose synthesis and milk yield needs further investigation.

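The mean normalized read count of *miR-186* was 71355 ± 4984 (SD, n = 5) in Holstein and 42157 ± 8499 (SD, n = 6) in Montbéliarde. The difference was larger than the spread between cows of either breed. Milk and lactose yields of the single cows were not analysed here.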

*MiR-30e-5p* was the second most abundant miRNAs among the DEMs and showed a higher abundance in the MG in Holstein cows. 

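Per library, *miR-30e-5p* had a normalized read count of 39192 ± 2090 (SD, n = 5) in Holstein and 30598 ± 3487 (SD, n = 6) in Montbéliarde. The lowest Holstein library had 37562 and the highest Montbéliarde library 33923, so that the breeds did not overlap (exact permutation test, p = 0.00216, the smallest it can give). The difference did not pass edgeR's test across all miRNAs, and its log2FC moved between -0.38 and -0.22 with each library left out, being smallest in size without CNLX15. The gene of *miR-30e-5p* is annotated by RefSeq inside *NFYC*, next to *MIR30C*.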

The expression of *miR-30e-5p* in goat mammary epithelial cells was associated with the upregulation of the expression of genes involved in lipid metabolism, such as *PPARγ*, *LPL*, *DGAT1*, and *CD36*, to promote milk fat synthesis [50].

*MiR-25* was the third most highly expressed miRNAs among the DEMs and had greater expression in Montbéliarde cows than in Holstein cows. This miRNA represses triacylglycerol synthesis and lipid accumulation in goat mammary epithelial cells [51]. Indeed, *miR-25* directly targets peroxisome proliferative activated receptor gamma coactivator 1 beta (*PGC-1beta*) and reduces the mRNA levels of *SREBP1*, *FASN*, *GPAM* and *PPARG* [51]. 

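For *miR-25* the normalized read count was 15749 ± 1279 (SD, n = 5) in Holstein and 20363 ± 1884 (SD, n = 6) in Montbéliarde. The difference was larger than the SD of either breed but did not pass edgeR's test across all miRNAs. Its gene is annotated by RefSeq inside *MCM7*, next to *MIR93*. The log2FC of *miR-93*, a neighbour chosen after its value was seen, was 0.31.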

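The normalized read count of *miR-16a* was 14054 ± 1743 (SD, n = 5) in Holstein and 8193 ± 1320 (SD, n = 6) in Montbéliarde. The lowest Holstein library had 11128 and the highest Montbéliarde library 9766. With each library left out in turn the log2FC was between -0.87 and -0.68, while its adjusted p was between 0.0253 and 0.288 and at most 0.05 in 4 of the 11 fits (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Another miRNA of its family, *miR-16b*, chosen after its values were seen, had counts of 8024 ± 856 in Holstein and 5975 ± 1006 in Montbéliarde. Its log2FC was -0.43 (standard error 0.16, adjusted p = 0.231 from the same test). The gene of *miR-16a* lies next to *MIR15A*, and the log2FC of *miR-15a*, also chosen after its value was seen, was -0.15.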

The expression of *miR-16a* was lower in Montbéliarde cows than in Holstein cows. *MiR-16a* was reported to target genes involved in lipid metabolism [52].

#### Links between milk production and composition and DEMs

Bibliographic analyses indicated that the EMT process, which could be related to the structure of mammary epithelium-synthetizing milk components, could be modulated by highly expressed DEMs. Elsewhere, genes involved in the mTOR signaling pathway, reported to be related to protein and lipid synthesis [38–40], were predicted to be targeted by highly expressed DEMs. Lipid metabolism was previously shown to be regulated by *miR-30e-5p*, *miR-25* and *miR-16a*. Therefore, we can suggest a potential role for the highly expressed DEMs in milk component synthesis.

Furthermore, Spearman correlation analysis was performed showing significant correlations between *miR-186, miR-30e-5p,* and *miR-16a* expression and milk, protein, fat and lactose secretion yields (Additional file 1: Table S2; *P* ≤ 0.05). These results supported the hypothesis regarding the potential role of several DEMs in milk production and composition. However, the direct role of these miRNAs in milk synthesis needs to be confirmed by functional analyses, which would provide compelling evidence of their role.

## Conclusion

We found 22 DEMs by comparing the MG miRNomes between two dairy cattle breeds with different dairy performance (Holstein cows and Montbéliarde cows). The bioinformatic analyses of their predicted target genes identified genes involved in signaling networks and tissue structure. We identified 6 miRNAs (*miR-100*, *miR-146b*, *miR-186, miR-30e-5p, miR-25,* and *miR-16a*) which were highly expressed in lactating MG in both breeds. These microRNAs are predicted to target genes involved in the synthesis of milk constituents. In addition, several DEMs are predicted to target the mTOR signaling pathway and genes involved in lipid metabolism, which could be related to the lower milk fat yield in Montbéliarde cows compared to that in Holstein cows (Fig. 5). 

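As a share of the counted reads, *miR-30e-5p* made up 0.401% ± 0.0146 (SD, n = 5) in Holstein and 0.315% ± 0.0528 (SD, n = 6) in Montbéliarde, and *miR-25* 0.161% ± 0.00974 and 0.208% ± 0.0255. The share of *miR-16a* was 0.144% ± 0.0180 in Holstein and 0.0834% ± 0.0115 in Montbéliarde. That of *miR-146b* was 0.0481% ± 0.0226 and 0.137% ± 0.113, and that of *miR-100* 0.0568% ± 0.0109 and 0.112% ± 0.0446. By mean share over the 11 libraries, these miRNAs had ranks 29, 45, 53, 56 and 57.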

Among the 6 highly expressed DEMs, we found a correlation between 3 DEMs and milk production and composition supports this hypothesis. Nonetheless, further research is warranted on the genetic regulation of miRNAs and their precise functional roles.

**Fig. 5:**
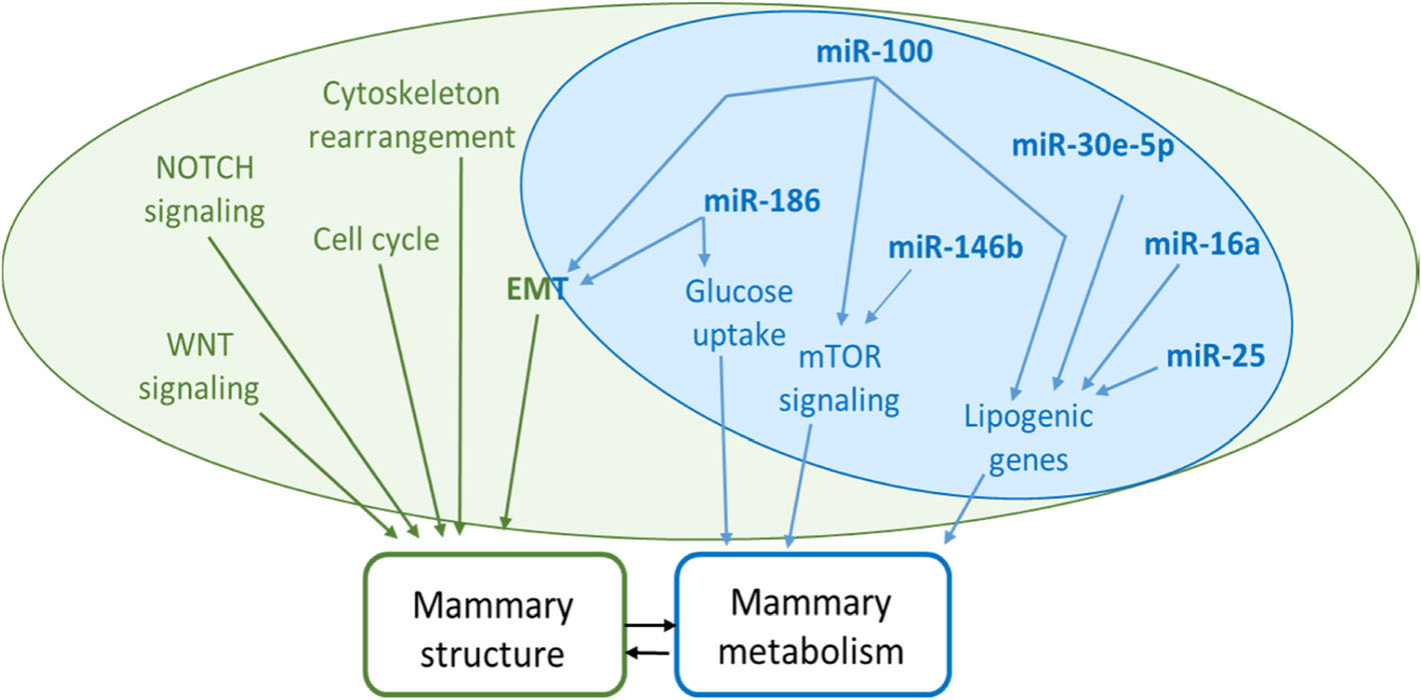
Biological processes and genes potentially modulated. Biological processes potentially regulated (P_adj_ ≤ 0.05) by the 19 DEMS and genes potentially targeted by the 6 most expressed and/or differentially expressed miRNAs. The modified process networks are represented in green and the selected miRNA targeting genes are represented in blue

## Methods

### Animals and sampling

Animal procedures were performed in compliance with Regional Animal Care Committee guidelines CEMEAA: Auvergne, French Ministry of Agriculture and European Union guidelines for animal research C2EA-02. All procedures were approved by the ethics committee on animal experimentation (3737-2015043014541577 V2).

Twelve cows (6 Holstein and 6 Montbéliarde), with an average of 3.3 ± 1.5 as lactation number were studied at mid-lactation (165 ± 21 days in milk (DIM)). However, one Holstein cow was excluded from the experiment due to mastitis. The diet was the same for all animals and was composed of forage and concentrate (74:26 of dry matter). Milk yield and composition were recorded on 9 consecutive days before biopsies. The milk was analyzed via mid-infrared spectroscopy to determine the fat and protein content (Galilait, Theix, France).

Mammary biopsies were performed as previously described [53]. The biopsy site was selected at a midpoint on a rear quarter. The collected tissue, approximately 600–650 mg, was rinsed in sterile 0.9% saline solution, inspected to verify tissue homogeneity, and snap-frozen in liquid nitrogen and stored at − 80 °C until RNA extraction.

### RNA preparation and RNA-Seq analysis

Total RNA was extracted from on average 50 mg MG biopsies (*n* = 5 Holstein and *n* = 6 Montbéliarde) using miRVana kit (Thermo Fisher Sciences, USA). The concentration and purity of the RNA was estimated by spectrophotometry NanodropTH (ND-1000, NanoDrop Technologies LLC, Wilmington, DE, USA) and using the Bioanalyzer 2100 (Agilent Technologies Inc., Santa Clara, CA, USA), respectively. Means of RIN were 8.0 and 7.8 in Holstein and Montbéliarde, respectively. The preparation of the libraries were performed by the IGBMC Microarray and Sequencing Platform (Strasbourg, France). Small RNA-Seq librairies were generated from 2000 ng of total RNA using TruSeq Small RNA Library Prep Kit (Illumina, San Diego, CA), according to manufacturer’s instructions. The protocol takes advantage of the natural structure common to most microRNA molecules that have a 3′ hydroxyl group resulting from enzymatic cleavage by Dicer or other RNA processing enzymes. Briefly, during the first step, RNA adapters were sequentially ligated to each end of the RNA; firstly the 3′ RNA adapter (5′ TGGAATTCTCGGGTGCCAAGG 3′) which is specifically designed to target microRNAs and other small RNAs, then the 5′ RNA adapter (5′ GTTCAGAGTTCTACAGTCCGACGATC 3′). Small RNA ligated with 3′ and 5′ RNA adapters were reverse transcribed and PCR amplified (30 s at 98 °C; [10 s at 98 °C, 30 s at 60 °C, 15 s at 72 °C] × 13 cycles; 10 min at 72 °C) to obtain cDNA. Acrylamide gel purifications of 140–160 nt amplified cDNA (corresponding to cDNA obtained from small RNA + 120 nt from the adapters) were performed. The final cDNA libraries were checked for quality and quantified using capillary electrophoresis. Libraries were loaded in the flowcell at 2.8 nM and clusters were generated using Cbot and sequenced on HiSeq 4000 (Illumina) as single-end 50 base reads, according to the manufacturer’s instructions. The quantity and quality of reads for each library are shown in Additional file 1: Table S1. After trimming of adaptor sequences and removal of reads containing ambiguous base calls (FASTX-Toolkit, http://hannonlab.cshl.edu/fastx_toolkit/index.html), reads were filtered according to their size (15–40 nt). Reads quantification and annotation were performed using the ncPRO-seq pipeline [54]. The sequence reads were aligned against the *Bos taurus* btau5.0.1 genome as miRBase_v22.1 using the miRDeep2 package [55]. Precursors and mature miRNAs were identified using the miRDeep2 core module, miRDeep2.pl. Potential miRNAs were annotated accordingly against ortholog miRNAs in goat, sheep and humans (miRBase release 22.1). We used a miRDeep2 score ≥ 0 as a cut-off threshold. The accession number of the RNA-Seq data is GSE131057. The X- (Holstein) and Y- (Montbéliarde) axes show the Log_2_ of the mean of the normalized counts of expressed miRNAs (Additional file 1: Figure S2).

### RT-qPCR analyses

RT-qPCR were performed to confirm the expression pattern, using TaqManTM Advanced miRNA cDNA synthesis and TaqManTM Advanced Master Mix (Life Technologies, Foster City, CA, USA), according to the manufacturer’s instructions. Reverse-transcriptions were achieved on 10 ng of total RNA. PCR were performed using StepOnePlus (Applied Biosystems, Foster City, CA, USA) at 95 °C for 20 s, pursued by 40 cycles of 95 °C for 1 s and 60 °C for 20 s. Used amplification systems (*miR-100*, *-25*, *-146b*, *-186*, *-26a*, *-92a*, and *-191*) are presented in Additional file 1: Table S1. All miRNA levels were normalized to the mean of the values of 3 internal control miRNAs (*miR-26a* [56], *-92a* [57], and *-191* [58]). These miRNAs were identified as suitable internal controls using geNorm (Additional file 1: Figure S3). The results were expressed as log_2_ of fold changes of threshold cycle (Ct) values relative to the control [59].

### Statistical and bioinformatics analyses

Statistical analyses to compare breed effects on the milk production means per cow were performed using mixed models of SAS (version 9.4; SAS Institute INC, Cary, NC). The normalization and differential expression analysis of the known and predicted miRNAs were conducted with the DESeq2 R package v1.18.1. Significance was considered at P_adj_ ≤ 0.05. Relationships among production variables and DEMs were explored by Spearman correlations and significance were considered at *P* ≤ 0.05. Target genes of studied miRNAs and corresponding putative pathways were investigated using the miRWalk database (version 3.0) and Metacore™ software (release 6). Clustering was performed using the reads count for each animal of the DEMs using Permutmatrix software using Euclidean distance calculation and Ward’s minimum variance method [60]. Venn diagram was obtained using Venny 2.1 (https://bioinfogp.cnb.csic.es/tools/venny/index2.0.2.html).

## Additional file

Additional file 1: **Table S1.** Individual analysis of the expression of four miRNA in mammary gland. RT-qPCR analyses were performed from 11 cows (5 Holstein (H) and 6 Montbéliarde (M)). All miRNA levels were normalized to the values of 3 internal control miRNAs (*miR-26a, −92a, − 191*) and the results expressed as fold changes of threshold cycle (Ct) values relative to the control using the 2-ΔΔCt method. Results are presented as log_2_ ratio between M/H. TaqMan advance references are given for ech system. **Table S2.** Relationships among milk, fat, protein and lactose yields and 6 discussed differentially expressed miRNAs. The relationships were explored by Spearman correlations using 5 Holstein and 6 Montbéliarde cows. *** *P* < 0.001. ** *P* < 0.01. * *P* < 0.05. **Figure S1.** Comparison of percentage of match miRNA reads between libraries. Libraries were constructed from total RNA from mammary gland biopsies of 5 Holstein (H) and 6 Montbéliarde (M) cows. Blue correspond to percentage of unique-mapped, orange to multi-mapped and grey to unmapped reads. **Figure S2.** Correlation between Holstein and Montbéliarde miRNAs libraries. The correlation was calculated using log_2_ of the normalized counts of expressed miRNAs. **Figure S3.** Choice of 3 internal controls. Expression stability values (M) and rankings of the reference genes are determined by geNorm software.

## Data Availability

The data supporting the conclusions of this article are within the paper and its additional files. The sequence data generated is publicly available in the NCBI GEO database with the accession GSE131057: (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE131057)

## Abbreviations

DEMs: Differentially expressed miRNAs
EMT: Epithelial-to-mesenchymal transition
FC: Fold change
MG: Mammary gland
miRNA: MicroRNAs
nt: Nucleotides

# Supplementary material for: Deep RNA-Seq reveals miRNome differences in mammary tissue of lactating Holstein and Montbéliarde cows
**Source:** BMC Genomics. 2019 Jul 30;20:621. doi: 10.1186/s12864-019-5987-4

**Additional file 1: Table S1**

**Table S2**

|  | **Milk** |  | **Fat yield** |  | **Protein yield** |  | **Lactose yield** |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| ***miR 186*** | 0.86 | *** | 0.65 | * | 0.65 | * | 0.85 | ** |
| ***miR 30e 5p*** | 0.75 | ** | 0.68 | * | 0.63 | * | 0.71 | * |
| ***miR 16a*** | 0.75 | ** | 0.70 | * | 0.63 | * | 0.70 | * |
| ***miR 25*** | 0.04 | ns | 0.09 | ns | 0.05 | ns | -0.03 | ns |
| ***miR 100*** | -0.25 | ns | 0.00 | ns | -0.23 | ns | -0.33 | ns |
| ***miR 146b*** | -0.41 | ns | -0.08 | ns | -0.29 | ns | -0.44 | ns |

**Figure S1**

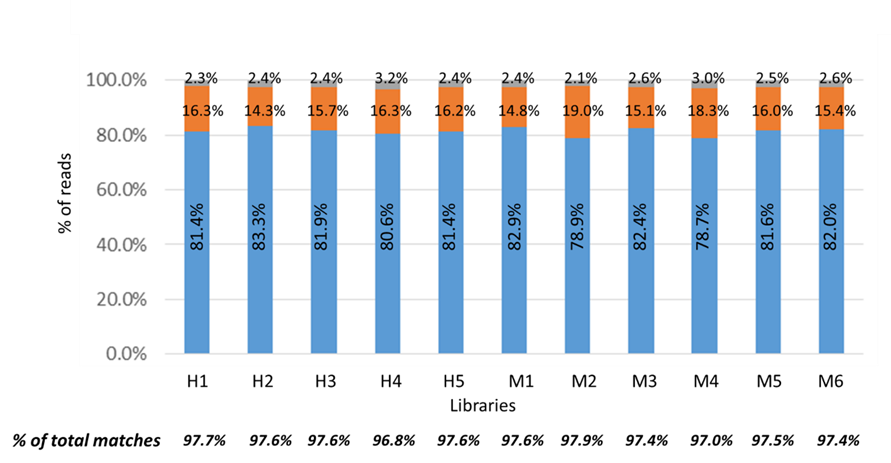

**Figure S2**

**Figure S3**

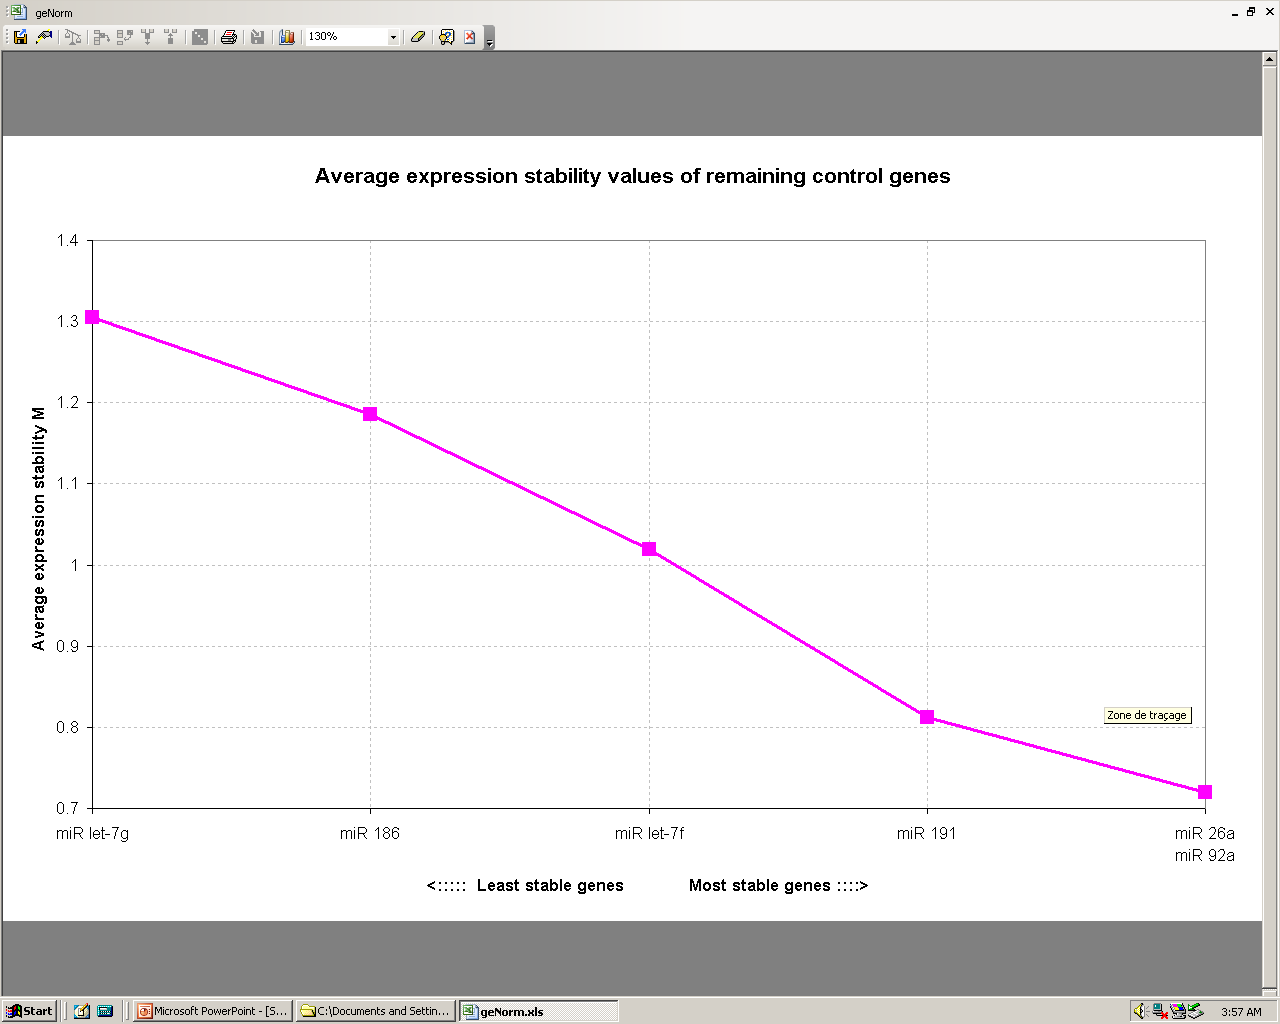

**Supplement:** Supplementary file 1 — Table S1. Individual analysis of the expression of four miRNA in mammary gland. RT-qPCR analyses were performed from 11 cows (5 Holstein (H) and 6 Montbéliarde (M)). All miRNA levels were normalized to the values of 3 internal control miRNAs (miR-26a, −92a, − 191) and the results expressed as fold changes of threshold cycle (Ct) values relative to the control using the 2-ΔΔCt method. Results are presented as log2 ratio between M/H. TaqMan advance references are given for ech system. Table S2. Relationships among milk, fat, protein and lactose yields and 6 discussed differentially expressed miRNAs. The relationships were explored by Spearman correlations using 5 Holstein and 6 Montbéliarde cows. *** P < 0.001. ** P < 0.01. * P < 0.05. Figure S1. Comparison of percentage of match miRNA reads between libraries. Libraries were constructed from total RNA from mammary gland biopsies of 5 Holstein (H) and 6 Montbéliarde (M) cows. Blue correspond to percentage of unique-mapped, orange to multi-mapped and grey to unmapped reads. Figure S2. Correlation between Holstein and Montbéliarde miRNAs libraries. The correlation was calculated using log2 of the normalized counts of expressed miRNAs. Figure S3. Choice of 3 internal controls. Expression stability values (M) and rankings of the reference genes are determined by geNorm software.

How the deposited data were processed for this re-analysis (not part of the article)

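Small RNA sequencing was analysed for mammary biopsies of 5 Holstein and 6 Montbéliarde cows in mid-lactation, with 1 library per cow. Breed and library tag were taken from the sample records. The numbers that Fig. 4 gives to the cows are not paired with these tags in the paper's text, so libraries are named by breed and tag. The breeds share no replicate numbers, and no paired comparison was made.

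According to the methods, the authors trimmed the adaptors, removed reads with ambiguous bases and kept reads of 15 to 40 nt. They quantified these with ncPRO-seq and miRDeep2 against a bovine genome assembly and miRBase, and kept predicted miRNAs from a minimum miRDeep2 score on. The authors deposited the raw read counts per mature miRNA and library without normalization. How reads that match more than 1 miRNA were counted is not named in the paper's text. They also deposited a signal per miRNA and library, the normalized read counts, which are the raw counts divided by 1 DESeq2 size factor per library, and their means per breed. The size factors recomputed from the raw counts with DESeq2 did not differ from the authors' factors. From their DESeq2 comparison of the breeds, the authors deposited a log2 fold change per miRNA, Montbéliarde over Holstein. They further deposited the p-value and the adjusted p-value of each miRNA in that comparison. In the authors' deposited table, 433 miRNAs have an adjusted p. Counts were used for the tests, and the normalized read counts for levels.

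The number of counted reads per library ranged from 6087865 to 16808976. At this depth, counting error is small for abundant miRNAs, and the spread between cows limits the precision. For miRNAs with a few reads per library, counting error limits it as well. Shares of single libraries have exact binomial 95% confidence intervals, which cover counting error only.

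Breeds were compared with edgeR 4.0.16 in R 4.3.3, with TMM normalization, dispersions estimated from all libraries, glmQLFit with robust fitting and glmQLFTest, on the 550 miRNAs with at least 10 counts summed over the 11 libraries. P-values were adjusted with the Benjamini-Hochberg procedure and compared with the paper's limit of 0.05. The standard error of a log2 fold change was derived from its size and the test's F statistic. DESeq2 1.42.0 and limma 3.58.1 were used as alternatives. Measures with 1 value per library were compared with exact permutation tests, two-sided, over every split of the 11 libraries into 5 and 6. Correlations across libraries used permutation tests with 100000 resamples. Distances between libraries were Euclidean on log2(TMM-scaled counts + 1), and clustering used Ward's method on normalized read counts. The exact permutation test of the distances was one-sided, for a larger distance between breeds than within. Plots were drawn with matplotlib 3.10.9.

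Each fitting step was tested on simulated counts drawn with the means, dispersions and library sizes found here. With 200 miRNAs changed by 2 on the log2 scale, edgeR recovered 82.2% of them, with 3.85% false calls. With a change of 0.75, it recovered 22.1% of them and DESeq2 31%. With no change, edgeR made 0.2 calls per simulation on average. Each miRNA was drawn independently, so miRNAs that vary together were not simulated.

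The main settings, the alternatives and the miRNAs to be named were set before the data were examined. Named were the miRNAs of Table 2, those of the text and of Fig. 2, and the 3 internal controls of the RT-qPCR. Up to 10 miRNAs past the threshold outside Table 2 were to be added, and there were none. The alternatives covered the test, the normalization, the filter on low counts, the inclusion of predicted miRNAs, library size as a covariate and each library left out in turn. Alternatives added after the data were seen are named as such.

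Gene names and neighbours of miRNA genes were taken from the RefSeq annotation of a later assembly than the one the authors used, in which 763 of the 780 known miRNAs were matched. No coordinates are given for that reason. RT-qPCR values, milk yields and the target and pathway predictions were not analysed here.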

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

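The tests on library CNLX15 were chosen only after its values were seen. In 80 groups of values, each with the 5 Holstein or the 6 Montbéliarde libraries, the gap between the most extreme library and the next one was divided by the range of the group. It was above Dixon's 95% critical value for that number of libraries in 9 groups, where about 4 are given by chance.

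Of these 9 values, 4 came from the Montbéliarde library CNLX15. Its mean distance to the other libraries was 19.6, and the next Montbéliarde library had 14.0. Its normalized read count was 39448 for *miR-146b*, with 17378 in the next library, 292 for *miR-455-5p*, with 184 in the next, and 1249505 for *miR-26a*, with 589563 in the next. Sequencing depth did not set the library apart, since its total had rank 5 from the lowest of the 11. RNA from other cells was examined with 6 sets of miRNAs known for a cell type. The gap of CNLX15 to the nearest Montbéliarde library, divided by the range, was 0.377 for smooth muscle and fibroblasts, 0.218 for endothelium, 0.319 for leukocytes, -0.180 for erythrocytes, 0.383 for epithelium and -0.127 for skeletal muscle, all under that critical value. The library was nevertheless the lowest of the 11 in the epithelial set, with a mean log2 level of 10.21, and the highest in the smooth muscle and fibroblast set, with 11.18, and in the leukocyte set, with 8.02. CNLX21 deviated in the same direction, with 10.72 in the epithelial set, 10.67 in the smooth muscle and fibroblast set and 7.54 in the leukocyte set, which narrows the gap of CNLX15, so that these tests leave open whether the tissue mixture of this biopsy differed. Beyond breed, no condition recorded for single cows was tested as an explanation. The ratio of *miR-26a* to *miR-26c*, which share reads, was the same in every library. Without CNLX15, no miRNA differed between the breeds at an adjusted p of at most 0.05 with edgeR, and 79 had an unadjusted p of at most 0.05.

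The other 5 values were close to the number given by chance. In Montbéliarde library CNLX23, the normalized read count was 1588 for *miR-19b*, with 1074 in the next library, and 109 for *miR-362-5p*, with 75.2 in the next. Both miRNAs are higher in Holstein, so this library lies towards the other breed. In Holstein library CNLX3, the 25 most abundant miRNAs held 91.7% of the reads, with 90.8% in the next library, and *miR-409a* had a count of 13.3, with 7.90 in the next. In Montbéliarde library CNLX13, *miR-2419-3p* had a normalized read count of 3.33, which corresponds to 2 reads, with 0.968 in the next library. No explanation was tested for these values.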

How the results depend on the processing

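Alternatives are those set in advance unless they are said to have been chosen after seeing the data. With edgeR's quasi-likelihood test, 2 miRNAs had an adjusted p of at most 0.05, *miR-16a* and *miR-186*, both higher in Holstein and both in Table 2. The same 2 were obtained with limma-voom, with filterByExpr, with no filter on low counts, with known miRNAs only and without robust fitting. The Wald test of DESeq2 gave 21 miRNAs, 10 higher in Holstein and 11 higher in Montbéliarde, all 21 in Table 2, with *miR-16a* and *miR-186* among them. With library totals only, 1 miRNA passed, *miR-16a*, higher in Holstein and in Table 2, and 71 had an unadjusted p of at most 0.05. With DESeq2's size factors in edgeR, 0 miRNAs passed in either breed or in Table 2, the lowest adjusted p was 0.0524, and 82 had an unadjusted p of at most 0.05. With upper quartile normalization, 0 passed and 78 had an unadjusted p of at most 0.05. With log2 library size as a covariate, 2 passed, of which 1, *miR-186*, was shared with the fit without it. Over the 10 alternatives, the adjusted p (edgeR, limma or DESeq2, with Benjamini-Hochberg adjustment) ranged from 0.000116 to 0.122 for *miR-16a* and from 0.000391 to 0.125 for *miR-186*.

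Across the 11 fits that each left out 1 library, from 0 to 6 miRNAs passed, from 0 to 6 of them higher in Holstein, from 0 to 2 higher in Montbéliarde and from 0 to 5 in Table 2. None passed in 7 of these fits, and from 60 to 99 miRNAs had an unadjusted p of at most 0.05. The adjusted p of *miR-16a* was at most 0.05 in 4 of the 11 fits and that of *miR-186* in 3. A fit without 1 library also has fewer cows, and which of the differences this explains was not tested.

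Of the alternatives chosen after seeing the data, the Wald test of DESeq2 without its filter on low counts gave 8 miRNAs, 5 higher in Holstein and 3 higher in Montbéliarde, all 8 in Table 2. DESeq2 with a t distribution gave 0 miRNAs in either breed or in Table 2 and 58 with an unadjusted p of at most 0.05, with its own filter and over the miRNAs kept by the Wald test. TMM factors computed without the 4 most abundant miRNAs gave 0 in either breed or in Table 2 and 85 with an unadjusted p of at most 0.05. With the epithelial level as a covariate, 3 miRNAs passed, *miR-16a*, *miR-186* and *miR-33b*, the last named after its values were seen, so that 1 was higher in Montbéliarde. The smooth muscle and fibroblast level as a covariate and the reduction of miRNAs that share reads left the same 2.

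Every miRNA of Table 2 kept its direction under each alternative in which it was tested, and 19 of the named miRNAs passed the threshold with DESeq2 but not with edgeR. Of the others named, only *miR-26a*, *miR-92a*, *miR-191* and *miR-143* were followed over the alternatives. Among these, *miR-26a* changed from a log2 fold change of 0.14 to -0.0681 without library CNLX15 (range from -0.0681 to 0.236 over the fits without 1 library). It changed to -0.25 with the epithelial covariate and to -0.25 with the smooth muscle and fibroblast covariate. None of its values passed the threshold. The number of miRNAs of Table 2 with a log2 fold change of at least 1 in size was 10. It was between 6 and 13 without 1 library, 5 with the epithelial covariate and 5 with the smooth muscle and fibroblast covariate. The cause was not tested beyond these fits.

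The correlation of the breed means was 0.994. It was 0.983 with a pseudocount of 0.1, 0.991 over miRNAs with a mean of at least 10, 0.996 with TMM-scaled counts and 0.970 with Spearman's coefficient. Without the logarithm, chosen after seeing the data, it was 0.952, and it was from 0.993 to 0.995 without 1 library. The number of miRNAs detected, 754, was 414 when a count was required in every library and 419 when 10 counts were required in any library, and from 742 to 753 without 1 library. The share of the 25 most abundant miRNAs was 91.4% when miRNAs that share reads were reduced to 1, chosen after seeing the data.

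Differences between breeds in single measures kept their direction. For the share of the 25 most abundant miRNAs, the difference was from -0.664 to -0.268 percentage points without 1 library, with an exact permutation p of 0.0397 without CNLX17 and above 0.05 with all libraries. For the 4 most abundant it was from 2.01 to 3.70 points, with an exact p of 0.0190 without CNLX3. For the library total it was from -3969790 to -1625530 reads, with an exact p of 0.0286 without CNLX9. The distance between breeds minus that within breeds, 0.911 with all libraries, was 1.00 for miRNAs with a mean of at least 100 (exact permutation test, one-sided, p = 0.0455). It was from 0.0487 to 1.88 without 1 library, with an exact p of at most 0.0159 whenever a Montbéliarde library was left out. Leaving out a Montbéliarde library also gives the wider Montbéliarde spread less weight in the pooled distance within breeds. The cause of these changes was not tested.

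In the clustering by the miRNAs of Table 2, 11 of 11 cows were grouped with their breed, and 10 of 10 without any 1 library. The number was also 11 with log2(count + 1) standardized per miRNA and with the miRNAs past the threshold of edgeR only. It was 8 with log2(count + 1) that was not standardized, 6 with average linkage, 6 with all tested miRNAs on the log2(count + 1) scale and 6 without *miR-186*. A value of 6 is the lowest that this number can take with 11 cows, and shows no agreement with breed. On counts that are not logged the grouping thus rests on *miR-186*, whose counts are the largest.

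Depth limits the miRNAs with few reads. No Montbéliarde library had more than 2 reads of *miR-2419-3p*, whose fold change is thus an uncertain estimate. With all libraries kept, its log2 fold change was between -5.04 and -2.19 over the alternatives. As a lower bound, the Holstein mean was 2.91 times the level at which 3 counts would be read in Montbéliarde.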

Differences from the paper's values

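The paper reports 22 miRNAs as differentially expressed, 11 higher in Holstein and 11 higher in Montbéliarde. With edgeR's quasi-likelihood test, 2 miRNAs had an adjusted p of at most 0.05, 2 higher in Holstein and 0 higher in Montbéliarde, and 2 of the paper's 22 miRNAs of Table 2 were past the threshold. At an unadjusted p of at most 0.05 there were 78. Of the alternatives set before the data were examined, only the Wald test of DESeq2, which is the test named in the paper's methods, closed these gaps, with 21 miRNAs, 10 higher in Holstein, 11 higher in Montbéliarde and 21 in Table 2. No other normalization, filter, test or covariate and no fit without 1 library did so. Fits without a Montbéliarde library called some miRNAs of the paper that the fit with all libraries did not, namely *miR-409a* without CNLX13, *miR-7*, *miR-1388-3p* and the predicted miRNA of Table 2 without CNLX17, and *miR-19a*, *miR-19b* and *miR-362-5p* without CNLX23. With log2 library size as a covariate, *miR-2419-3p* was called. The Wald test of DESeq2 without its filter on low counts, chosen after seeing the values, called *miR-7*, *miR-19b*, *miR-25*, *miR-362-5p*, *miR-409a* and *miR-1388-3p* beside *miR-16a* and *miR-186*.

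The paper gives a correlation of 0.96 between the libraries of the breeds, and r was 0.994 between the log2 means. None of the alternatives set before the data were examined closed the gap. The nearest was Spearman's coefficient, 0.970. Without the logarithm, an alternative chosen after seeing the values, r was 0.952.

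The paper counts the predicted miRNA apart from the known miRNAs with a mean above 20 reads. Of the 19 miRNAs found here, 18 were known, against 17 in the paper's text. The same 18 known miRNAs are printed in bold in Table 2, so that this gap lies between the paper's text and its table. The number of known miRNAs was 16 when the mean had to be above 20 in each breed, and 17 with the predicted miRNA. Under this condition *miR-409a* and *miR-6523b*, which Table 2 prints in bold for this property, are left out, with Holstein means of 8.44 and 14.4. The paper lists *miR-100* among the miRNAs with a fold change of at least 2. Its log2 fold change was 0.99 with edgeR and 1.00 with DESeq2. The number of miRNAs of Table 2 with such a fold change was 10 with edgeR. It was the paper's 11 with the Wald test of DESeq2, with DESeq2's size factors in edgeR, and without library CNLX3, CNLX13, CNLX17 or CNLX19. It was also 11 with the Wald test of DESeq2 without its filter, with DESeq2 and a t distribution under either filter, and with TMM factors computed without the 4 most abundant miRNAs, all chosen after seeing the values. The paper includes *miR-11978* among the DEMs. Its adjusted p was 0.171 with edgeR's quasi-likelihood test and 0.0510 with DESeq2, and over the alternatives set in advance, each library left out included, it was between 0.0510 and 0.354. In the authors' deposited table it is 0.0511. The legend of Fig. 4 gives a lower number of DEMs than Table 2. The clustering here used the 22 miRNAs of Table 2.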

Other observations

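The splits of the libraries with edgeR and the tests of library size and of RNA from other cells on the number of DEMs were chosen before the results were seen. The outcomes that would speak for or against an effect of the 4 most abundant miRNAs were also written down before, but the fit that tests it was listed among the alternatives only after seeing the data. All other tests of this part were chosen afterwards.

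Chance and some technical explanations were weighed for the 2 miRNAs that differed between the breeds with edgeR. One technical difference was not covered. Table 1 gives a lower output rate for Montbéliarde, with more adapter and too-short reads on average. These values are means per breed, so whether they explain a difference between the breeds could not be tested. Of 100 splits of the 11 libraries into 5 and 6, the real one included, 2 gave at least 2 miRNAs with an adjusted p of at most 0.05, and 4 of the 99 other splits gave any. The other split with 2 had 0 Holstein libraries in its group of 5, and so set 5 Montbéliarde libraries against the 5 Holstein libraries and 1 Montbéliarde library, close to the breeds themselves. Among the 76 other splits with 2 or 3 Holstein libraries in the group of 5, 3 gave 1 miRNA and none gave more. At an unadjusted p of at most 0.05, a comparison chosen after seeing the data, 5 of the 100 splits, the real one included, gave at least the 78 miRNAs of the breeds. The others among these 5 gave 78, 82, 94 and 96, and the one with 82 had 3 Holstein libraries in the group of 5, so that a number this large also arose with the breeds mixed. With log2 library size as a covariate, 1 of the 2 calls remained, *miR-186*. With TMM factors computed without the 4 most abundant miRNAs, 0 of the 2 remained, and 85 miRNAs had an unadjusted p of at most 0.05. The other factors moved the median log2 fold change of all tested miRNAs from 0.03 to 0.08, and with it *miR-16a* from -0.79 to -0.73 and *miR-186* from -0.77 to -0.71, while the adjusted p of both rose from 0.0370 to 0.0773 (edgeR's quasi-likelihood test). Whether these miRNAs passed the threshold thus depended on the factors, but a common shift of this size does not account for the differences themselves. RNA from other cells was not shown to differ between the breeds. The exact permutation p of the mean log2 level was 0.247 for the smooth muscle and fibroblast set, 0.351 for the endothelial set, 0.459 for the leukocyte set, 0.996 for the erythrocyte set, 0.197 for the epithelial set and 0.383 for the skeletal muscle set. The breed effect on *miR-16a* and *miR-186* remains a hypothesis.

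The Wald test of DESeq2 called 21 miRNAs for the breeds. Of 100 splits, the real one included, 3 gave at least as many. The other splits among these 3, with 24 and 32 miRNAs, had 0 and 1 Holstein libraries in the group of 5. They were nearer to the breeds than splits with 2 or 3. Another split with 0 Holstein libraries gave 1 miRNA, and the remaining splits with 1 gave at most 7. Nearness to the breeds is thus not shown to explain the numbers 24 and 32. The 76 other splits with 2 or 3 Holstein libraries in the group of 5 gave at most 11. Any miRNA was called in 28 of the 99 other splits. Without its filter on low counts, the Wald test adjusted over 753 miRNAs in place of 432, and 8 of the 21 calls remained, with 85 miRNAs at an unadjusted p of at most 0.05 in either case. With a t distribution with 9 degrees of freedom in place of the normal distribution, 0 of the 21 calls remained, both with adjustment over the same 432 miRNAs and with adjustment over the 753 that DESeq2 then kept, and 58 had an unadjusted p of at most 0.05. The filter and the choice of distribution thus each changed the number of calls. The t distribution also removed *miR-16a* and *miR-186*, which edgeR and limma-voom called. It may be too strict here, so the normal distribution is not shown to be a source of the larger number. In simulated counts without any change, DESeq2 made 0.4 calls on average. The simulation drew each miRNA independently, so it cannot show how many calls arise when miRNAs vary together, as they may in the real libraries.

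The breeds did not overlap in any library for 11 of the 550 tested miRNAs, where chance gives 0.433% of them, or 2.38. Beside the 5 in Table 2, these were *miR-16b*, *miR-671*, *miR-2284h-5p*, *miR-2284ab*, *miR-2285o* and *miR-2431-3p*, named after their values were seen. Over every split of the libraries into 5 and 6, the real one included, 5 gave at least as many. The others among these 5 had 0, 1 or 4 Holstein libraries in the group of 5, with 13 to 27 miRNAs. They were nearer to the breeds than splits with 2 or 3, but whether this explains their numbers was not tested. The median over all splits was 2. The separation of the breeds may thus extend beyond the miRNAs that pass an adjusted threshold, but which of these miRNAs contribute was not resolved.

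Some reads were counted on more than 1 miRNA. In the Holstein libraries the mean count total was 107% of the paper's mean number of cleaned reads, which is more than reads counted once allow. Of the 13 pairs of miRNAs concerned, 9 had identical counts and 4 a constant ratio. A candidate explanation is that a read is counted once for each precursor it matches. In RefSeq, *miR-26a* has genes at more than 1 locus, 1 of which overlaps that of *miR-26c*, and its counts were 2.00 times those of *miR-26c*. By the same reasoning the levels of *miR-7*, *miR-19b* and *miR-2285ba*, which also have genes at more than 1 locus, may be raised.

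Neighbouring miRNA genes may be transcribed together. Over 53 pairs of neighbouring miRNAs within 10 kb, each with a mean count of at least 100, the median difference in log2 fold change was 0.25, against 0.40 in shuffled pairs (one-sided permutation test with 10000 shuffles, p = 0.015). The log2 fold changes had the same sign in 43 of the 53 pairs, and in 9 of the 10 pairs with a miRNA of Table 2. Of these, with the neighbours named after their values were seen, *miR-25* and *miR-93* had 0.37 and 0.31, *miR-362-5p* and *miR-500* -0.89 and -0.65, and *miR-16a* and *miR-15a* -0.79 and -0.15.

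The difference in *miR-1911* may belong to a larger unit. Its gene lies inside *HTR2C*, and the gene of *miR-1298*, named after its values were seen, is next to *HTR2C*. Over the 11 libraries, the log2 levels of *miR-1911* and *miR-1298* rose and fell together, with Pearson's r = 0.94 (permutation test, p = 5e-05, adjusted 0.00015) and Spearman's rho = 0.96 (permutation test, p = 3e-05, adjusted 9e-05) over 3 relations tested. Without libraries CNLX9 and CNLX3, r was 0.88. This r was higher than that of *miR-1911* with 100% of the other tested miRNAs. The paper does not report *miR-1298*, whose log2 fold change was -3.12 (standard error 1.00, adjusted p = 0.182 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in Montbéliarde with overlap between the breeds. The normalized counts of *miR-1298* were 834 in CNLX9 and 343 in CNLX3, and at most 83.4 in any other library. The relation of *miR-1911* with *miR-2419-3p* rests on CNLX9 and CNLX3, with r = 0.81 (permutation test, p = 0.00545) and rho = 0.44 (p = 0.175), and r = 0.17 without them.

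The counts of *miR-6523b* were high in Montbéliarde libraries CNLX13 and CNLX19 and low in the 9 others. The lower of the 2 was 6.60 times the highest of the others. A technical difference of these libraries would be expected to affect many miRNAs, but only 0.631% of 317 miRNAs with a mean of at least 20, *miR-6523b* and the overlapping *miR-6523a*, also named after its values were seen, were more than 2 times as high in both. A variant carried by these cows is a possible explanation, which counts per miRNA cannot tell apart from others, as the sequences of the reads were not used here. The breed difference of *miR-6523b* rests on these cows.

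Over the 11 libraries, 13 relations with the epithelial and the smooth muscle and fibroblast sets were tested, of which 8 had an adjusted p of at most 0.05 by Pearson's r and 0 by Spearman's rho (permutation tests, Benjamini-Hochberg adjustment). The strongest relations of single miRNAs were those of *miR-146b* and *miR-100* with the smooth muscle and fibroblast set. For *miR-146b*, r was 0.91 (permutation test, p = 0.0003, adjusted 0.0039) and rho 0.77 (p = 0.00738, adjusted 0.0897), and r was 0.67 without libraries CNLX15 and CNLX21. For *miR-100*, r was 0.89 (permutation test, p = 0.00077, adjusted 0.00501) and rho 0.66 (p = 0.030, adjusted 0.0975), and r was 0.52 without these libraries. With the epithelial set, *miR-146b* had r = -0.77 (permutation test, p = 0.00845, adjusted 0.0183) and rho = -0.44 (p = 0.182, adjusted 0.276), and r = 0.10 without them, and *miR-100* had r = -0.87 (permutation test, p = 0.00136, adjusted 0.00589) and rho = -0.63 (p = 0.0436, adjusted 0.113), and r = -0.38 without them. The smooth muscle and fibroblast set and the epithelial set moved in opposite directions, with r = -0.92 (permutation test, p = 0.00207, adjusted 0.00673) and rho = -0.66 (p = 0.0294, adjusted 0.0975), and r = -0.26 without these libraries, so that this relation rests on them. Of the 2 miRNAs that passed the threshold with edgeR, *miR-186* was related to the epithelial set, with r = 0.72 (permutation test, p = 0.00532, adjusted 0.0138) and rho = 0.73 (p = 0.0138, adjusted 0.0897), and r = 0.43 without these libraries. With the smooth muscle and fibroblast set it had r = -0.69 (permutation test, p = 0.011, adjusted 0.0204) and rho = -0.58 (p = 0.0626, adjusted 0.136), and r = -0.22 without them. For *miR-30e-5p* and the epithelial set, r was 0.71 (permutation test, p = 0.0168, adjusted 0.0273) and rho 0.43 (p = 0.191, adjusted 0.276), and r was 0.19 without them. For *miR-16a*, r was 0.34 with the epithelial set (permutation test, p = 0.316, adjusted 0.342).

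Tissue composition may contribute to the levels of *miR-100*, *miR-146b*, *miR-186* and *miR-30e-5p*, but their relations with the epithelial set rest largely on libraries CNLX15 and CNLX21, and that of *miR-146b* was not seen without them. With the smooth muscle and fibroblast set, r without these libraries was 0.67 for *miR-146b* and 0.52 for *miR-100*. It was -0.22 for *miR-186* and 0.19 for *miR-30e-5p*. With the epithelial level as a covariate, chosen after seeing the data, the log2 fold change moved from -0.77 to -0.62 for *miR-186*, from -0.36 to -0.28 for *miR-30e-5p*, from 0.99 to 0.50 for *miR-100* and from 1.58 to 0.80 for *miR-146b*, while *miR-16a* stayed at -0.80. The adjusted p of *miR-186* and of *miR-16a* was then 0.0205 (edgeR's quasi-likelihood test). Over the 10 alternatives set in advance it was from 0.000391 to 0.125 for *miR-186* and from 0.000116 to 0.122 for *miR-16a*. The smooth muscle and fibroblast level was also used as a covariate, again chosen after seeing the data. The log2 fold change was then 0.60 for *miR-146b*, 0.50 for *miR-100*, -0.63 for *miR-186*, -0.31 for *miR-30e-5p* and -0.82 for *miR-16a*. The exact permutation p between the breeds was 0.197 for the epithelial set and 0.247 for the smooth muscle and fibroblast set, so that neither set was shown to differ.

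The internal controls of the RT-qPCR were also compared. The normalized read count of *miR-26a* was 576239 ± 89016 (SD, n = 5) in Holstein and 641407 ± 302064 (SD, n = 6) in Montbéliarde, that of *miR-92a* 41965 ± 4490 and 51808 ± 6748, and that of *miR-191* 128492 ± 12073 and 98402 ± 30755. Their log2 fold changes were 0.14 (standard error 0.23), 0.30 (0.14) and -0.40 (0.19), with adjusted p-values of 0.819, 0.348 and 0.348 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 levels of *miR-92a* differed between breeds in the exact permutation test taken alone (p = 0.0152), and those of *miR-191* did not (p = 0.0693).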
